# Active suppression of a leaf meristem orchestrates determinate leaf growth

**DOI:** 10.7554/eLife.15023

**Published:** 2016-10-06

**Authors:** John Paul Alvarez, Chihiro Furumizu, Idan Efroni, Yuval Eshed, John L Bowman

**Keywords:** meristem, leaf development, leaf evolution, Arabidopsis, *A. thaliana*

## Abstract

Leaves are flat determinate organs derived from indeterminate shoot apical meristems. The presence of a specific leaf meristem is debated, as anatomical features typical of meristems are not present in leaves. Here we demonstrate that multiple NGATHA (NGA) and CINCINNATA-class-TCP (CIN-TCP) transcription factors act redundantly, shortly after leaf initiation, to gradually restrict the activity of a leaf meristem in *Arabidopsis thaliana* to marginal and basal domains, and that their absence confers persistent marginal growth to leaves, cotyledons and floral organs. Following primordia initiation, the restriction of the broadly acting leaf meristem to the margins is mediated by the juxtaposition of adaxial and abaxial domains and maintained by WOX homeobox transcription factors, whereas other marginal elaboration genes are dispensable for its maintenance. This genetic framework parallels the morphogenetic program of shoot apical meristems and may represent a relic of an ancestral shoot system from which seed plant leaves evolved.

**DOI:** http://dx.doi.org/10.7554/eLife.15023.001

## Introduction

Traditionally, plant organs are divided into organs with indeterminate growth such as shoots, roots and vascular cambia, whose growth is maintained by meristems, groups of pluripotent cells, and organs with determinate growth such as leaves or floral organs. Fossil evidence indicates that seed plant leaves evolved from ancestral shoot systems, and further, the dichotomous morphology of early seed plant leaves suggests growth via a persistent apical meristem (reviewed in [Kenrick and Crane, 1997; Floyd and Bowman, 2010]). However, as anatomical features typical of apical or vascular meristems are not present in leaves, whether developing leaves grow from a localized meristem has been debated for nearly a century (Foster, 1936; Hagemann and Gleissberg, 1996).

In one of the first detailed examinations of development at the plant shoot apex Caspar Wolff described the leaf lamina arising from the margins of *Brassica 'capitata'* (cabbage) leaves (Wolff, 1759). Subsequently, Avery suggested that early lamina growth of *Nicotiana tabaccum* was initiated by a row of subepidermal initial cells located at the upper-lower (adaxial-abaxial) leaf boundary that he termed the 'marginal meristem' (Avery, 1933). However, it had already been noted that later protracted growth in leaves occurs in tissues that are not marginal, but rather within the developing lamina in a region described as a 'plate meristem' (Schüepp, 1918, 1926). Thus, early views of leaf development were perceived to consist of two growth phases (Foster, 1936). An early ephemeral phase of cell divisions without cell expansion produces the characteristic 6–10 cell layers of the leaf thickness via submarginal periclinal cell divisions and epidermal anticlinal divisions. This is followed by a later prolonged growth phase where the bulk of two-dimensional lamina growth is produced via a plate meristem in which cell divisions are predominantly anticlinal. Analyses of leaf development in the middle of the 20th century sought to identify patterns of submarginal cell divisions to identify initial cells, but the patterns of cell division were highly variable between species casting doubt on the presence of specific initials (Foster, 1936).

More recently, examination of mitotic indices during leaf development revealed that a higher rate of cell division is observed in submarginal (i.e. plate meristem) regions of the leaf as compared to the margins (Maksymowych and Erickson, 1960; Fuchs, 1966; Thomasson, 1970; Dubuc-Lebreux and Sattler, 1981; Jéune, 1981). Furthermore, sector analysis of leaf development in several eudicot species, including *N. tabacum*, revealed that most clonal sectors were located between the midrib and the margin, with only a minority extending all the way to the margin (Dulieu, 1968; Poethig and Sussex, 1985; Dolan and Poethig, 1998), indicating that leaves do not grow from the margins sensu stricto, and calling into question the concept of the leaf marginal meristem. However, noting the overall lack of organized cell division patterns in plants, Hagemann and Gleissberg argued that the defining features of meristems are their organogenetic potential and cytohistological state rather than specific cell division patterns. Thus, in their view the marginal meristem (or ‘blastozone’, as they refer to it) is responsible for primary morphogenetic events, e.g. lamina initiation, but is used up early in leaf development, with most lamina expansion occurring during a later leaf differentiation phase (Hagemann and Gleissberg, 1996). Although this is a compelling model, evidence for this interpretation has been mainly observational and circumstantial.

Here we show that removal of multiple growth suppressing transcriptional factors results in indeterminate growth of the margins of all lateral organs, coupled with sustained organogenesis and activity of gene modules shared amongst other plant meristems. Our finding supports the presence of a specific leaf meristem, and conforms to the view stemming from the fossil record that recruitment of suppressors of meristematic activity was critical in seed plant leaf evolution and development.

## Results

In *Arabidopsis*, leaf morphogenesis is initiated at the flanks of the shoot apical meristem (SAM) where leaf primordia develop as flattened lamina with defined abaxial, adaxial and marginal cell types (Tsukaya, 2013). Lamina development requires the juxtaposition of abaxial/adaxial polarity factors, including adaxial class III HD-Zip and abaxial KANADI transcription factors. These lie on either side of a narrow middle domain expressing the *WUSCHEL RELATED HOMEOBOX* (*WOX*) genes, *PRESSED FLOWER (PRS*) and *WOX1*, and together promote organ growth and differentiation (Nakata et al., 2012; Wang et al., 2011; Eshed et al., 2004). In *Arabidopsis* leaf development, expression of growth genes rapidly diminishes distally but can persist proximally (Donnelly et al., 1999; Nath et al., 2003). This proximo-distal differentiation gradient is regulated by CIN-TCP transcription factors (Nath et al., 2003). A reduction of five CIN-TCPs targeted by the endogenous microRNA, miR319a (also known as miR-JAW) results in delayed basipetal progression of a mitotic arrest front and increased cell proliferation particularly at leaf margins, producing crinkly and serrated leaves (Efroni et al., 2008; Ori et al., 2007; Palatnik et al., 2003). Increased distal leaf growth and serrations are also observed when the activities of the four NGA transcription factors are reduced (Figure 1—figure supplement 1) (Trigueros et al., 2009; Alvarez et al., 2009). The NGAs and CIN-TCPs are co-expressed at many stages of leaf development, exemplified by the distal expression of *TCP3*, *TCP4*, *NGA1* and *NGA4* in young leaves (Figure 1—figure supplement 2) and in contrast to the reported expression of *miR319* at the leaf base (Obayashi et al., 2009; Nag et al., 2009). This, together with similarities in their loss-of-function phenotypes, suggests shared roles in leaf development. To investigate functional redundancy, we introduced a constitutive expression construct of miR319a (*35S:miR319*) targeting the five *CIN-TCP* genes (Palatnik et al., 2003) into a quadruple *NGA* mutant (*nga1,2,3,4*) that lacks NGA activities.

Strikingly, simultaneous reduction in expression of these nine genes resulted in continuous *de novo* formation of tissue at the margins of all lateral organs including cotyledons, leaves and floral organs (Figure 1A–B, Figure 1—figure supplement 3). Indistinguishable phenotypes were observed in plants constitutively expressing both *miR319a* and the previously characterized artificial miRNA *amiR-NGA* (Alvarez et al., 2009), facilitating easier and more extensive characterization of the indeterminate growth phenotype. *35S:miR319a/35S:amiR-NGA* plants grow more slowly, are later flowering, and their leaf margins harbor proliferative cell populations unlike those of *35S:amiR-NGA* and *35S:miR319a* singly transgenic plants (Figure 1C–G, Figure 1—figure supplement 3–8). Application of stain to *35S:miR319a/35S:amiR-NGA* leaf margins indicates continued proliferation at the leaf margin, with the marker displaced sub-marginally over time (Figure 1D1–D2, Figure 1—figure supplement 3). In *35S:miR319a nga1,2,3,4* or *35S:miR319a/35S:amiR-NGA* plants, the entirety of the older leaf margin consists of small densely packed cells lacking chlorophyll, rather than the large, elongate cells characteristic of wild-type leaf margins (Figure 1C–I, Figure 1—figure supplement 5–8). Sections of leaf primordia and differentiating leaves suggest that the six-cell-layered blade organization of young wild-type leaf primordia is maintained at *35S:miR319a/35S:amiR-NGA* leaf margins ([Nakata et al., 2012]; Figure 1E–G, Figure 1—figure supplement 8).

**Figure 1.**
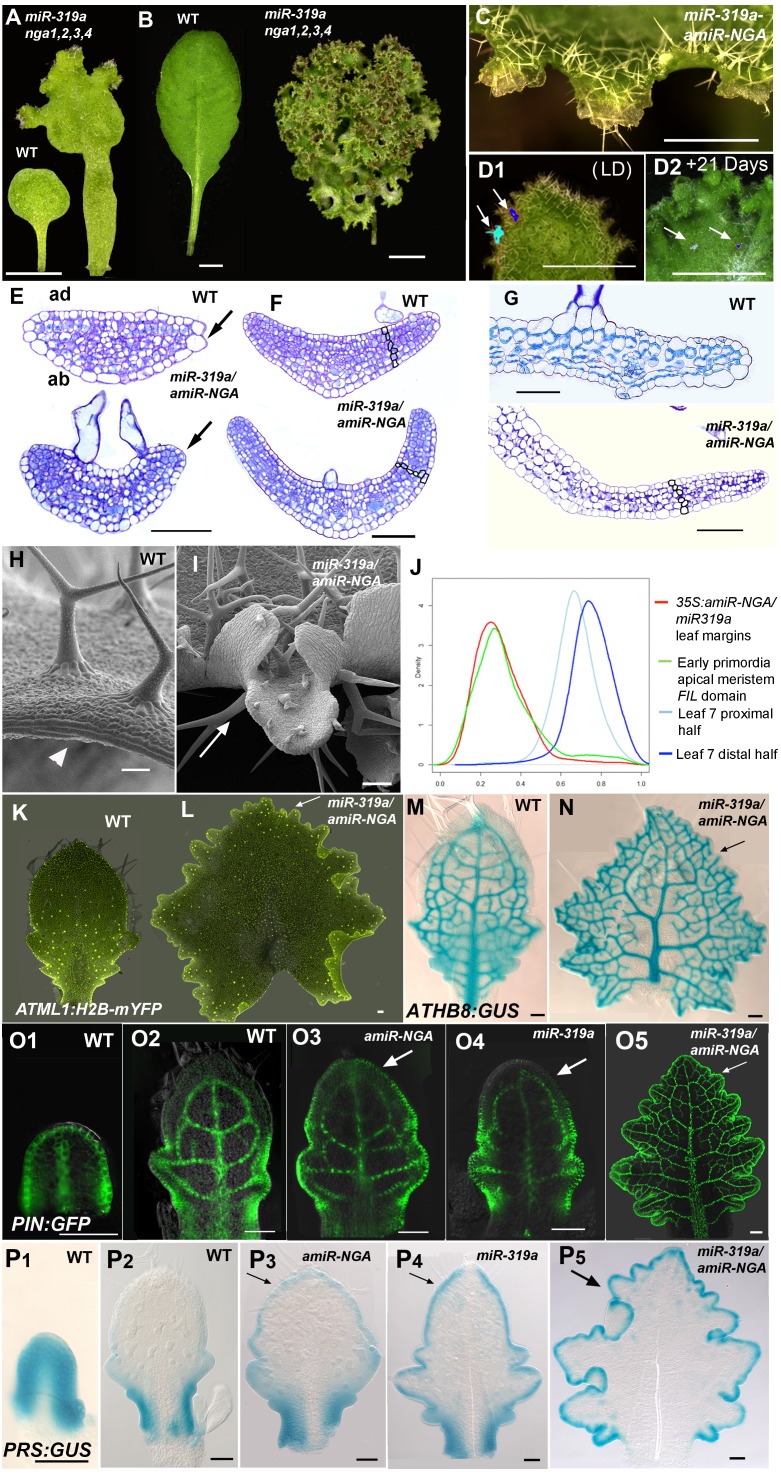
Reduction in NGA and CIN-TCP activities renders organ margins indeterminate. (**A**, **B**) Overview of wild-type (WT) and *35S:miR319a nga1,2,3,4* (*miR319a nga1,2,3,4*) cotyledons (**A**) and leaves (**B**). (**C**-**I**) Close ups of leaf margins of WT and *35S:miR319a-amiR-NGA* plants. (**D1**-**D2**) Third leaf of *35S:miR319a/35S:amiR-NGA* plant marked with nail polish (arrows; light blue and dark blue), demonstrating the ongoing growth from the margins along 21 days. (**E**) Transverse sections through the distal end of developing wild-type and *35S:miR319a/35S:amiR-NGA* leaves showing large versus small marginal cells (arrows). (**F**) Developing wild-type and *35S:miR319a/35S:amiR-NGA* leaf primordia exhibit a similar six-cell-layered blade anatomy (outlined). (**G**) The margin of older wild-type margins have large, differentiated cells, whereas the *35S:miR319a/35S:amiR-NGA* leaf margin retains the primordial blade structure. (**H**) The marginal cells of wild-type are elongated (arrowhead), while small isodiametric cells and initiating trichomes are found at *35S:miR319a/35S:amiR-NGA* margins (**I**; arrow). (**J**) Transcriptome-based differentiation-score distributions of dissected *35S:miR319a/35S:amiR-NGA* leaf margins, sorted primordia cells expressing *FIL* gene, and proximal or distal halves of seventh wild-type leaves (see Materials and methods for details). (**K**-**L**) Expression of *ATML1:H2B-mYFP* (yellow), *ATHB8:GUS* (**M**, **N**; blue), *PIN1:PIN1-GFP* (**O**; green), and *PRS:GUS* (**P**; blue) in developing leaves of indicated genotypes and a young wild-type leaf primordium (**O1, P1**). Note the distal exclusion of marker expression in slightly older wild-type leaves (**O2**, **P2**) while arrows indicate persisting expression along the distal margin with reduced NGA and CIN-TCP activities. ad, adaxial leaf side; ab, abaxial leaf side. Scale bars: **A**, **D1-D2,** 2 mm; **B**, 5 mm; **C**, 1 mm; 50 μm in other panels. **DOI:** http://dx.doi.org/10.7554/eLife.15023.002 10.7554/eLife.15023.003Figure 1—source data 1.Mean size of the leaf in wild-type and 35S:amiR-NGA plants, corresponding to the data shown in Figure 1—figure supplement 1C.**DOI:** http://dx.doi.org/10.7554/eLife.15023.003 10.7554/eLife.15023.004Figure 1—source data 2.Mean size of the palisade mesophyll cells in wild-type and 35S:amiR-NGA plants, corresponding to the data discussed in the legend to Figure 1—figure supplement 1D and E.**DOI:** http://dx.doi.org/10.7554/eLife.15023.004 10.7554/eLife.15023.005Figure 1—source data 3.CYCB1;1:GUS expression in distal wild-type and 35S:miR-NGA, correspnding to the data shown in Figure 1—figure supplement 1F–I.**DOI:** http://dx.doi.org/10.7554/eLife.15023.005 10.7554/eLife.15023.006Figure 1—source data 4.Effects on expression of different CIN-TCP and NGATHA family members and possible off targets in amiR-NGA and miR319a overexpressing plants- Figure 1—figure supplement 3.**DOI:** http://dx.doi.org/10.7554/eLife.15023.006 10.7554/eLife.15023.007Figure 1—source data 5.Differences in flowering time among wild-type, 35S:amiR-NGA, 35S:miR319a and 35S:amiR-NGA/35S:miR319a plants, corresponding to the data shown in Figure 1—figure supplement 4D.**DOI:** http://dx.doi.org/10.7554/eLife.15023.007

**Figure 1—figure supplement 1.**
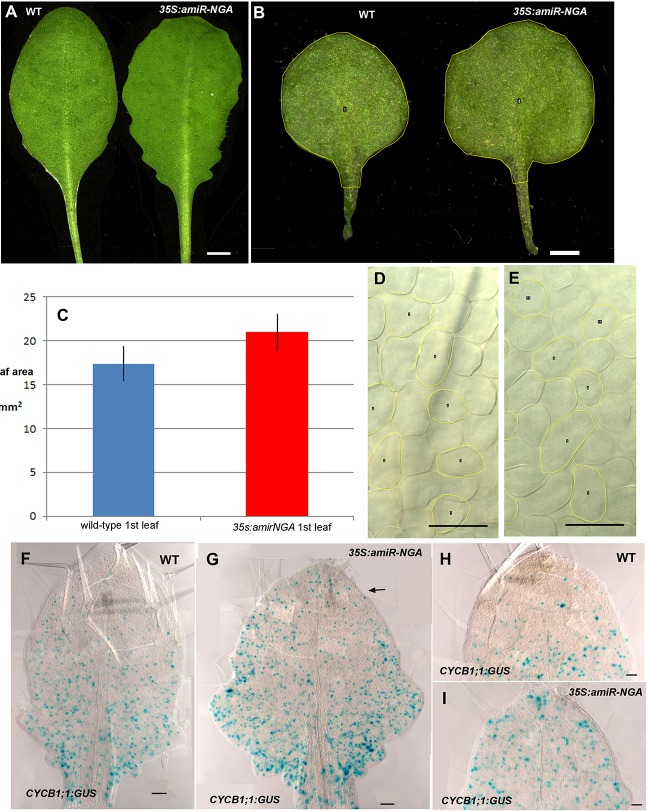
Altered growth in leaves with reduced NGATHA gene activity. (**A**) Wild-type (WT) and *35S:amiR-NGA* leaves showing increased serrations when activities of all four *NGA* genes are jointly compromised. (**B**) Representative first leaves of wild-type and *35S:amiR-NGA* plants illustrating the larger size of the *35S:amiR-NGA* leaf. The yellow outline and central numbers are annotations for leaf area analysis using ImageJ (v1.47). (**C**) The average leaf area of first leaves from wild-type and *35S:amiR-NGA* plants (*n* = 20). Bars indicate mean ± SE. Leaf area was defined as depicted in **B**. A significant increase in leaf area was observed in *35S:amiR-NGA* leaves (*t*-test, p=2.4 × 10^–6^). (**D-E**) Palisade mesophyll cells in wild-type, **D** and *35S:amiR-NGA* leaves, **E**. The yellow outline and central numbers are annotations for leaf area analysis using ImageJ (v1.47). This analysis indicated that palisade mesophyll cells of *35S:amiR-NGA* leaf size were somewhat smaller (mean cell area in wild-type = 1442 μm^2^, mean cell area in *35S:amiR-NGA* = 1337 μm^2^; *t*-test, p=0.016, *n* = 80). (**F–I**) *CYCB1;1:GUS* expression (blue) in wild-type (**F**, **H**) and *35S:amiR-NGA* (**G**, **I**) leaves. Strong GUS expression occurs during G2 and M phases of the cell cycle. (**F**) *CYCB1;1:GUS* expression in wild-type leaf at this stage is more abundant toward the base of the leaf and is comparatively reduced in the distal region. (**G**) In a similarly aged *35S:amiR-NGA* leaf *CYCB1;1:GUS* expression is likewise more abundant toward the base of the leaf but is more frequently observed in the distal domain than in wild-type (arrow). (**H**) The distal region of a wild-type leaf showing low levels of *CYCB1;1:GUS* expression. (**I**) The distal region of a *35S:amiR-NGA* leaf showing higher levels of *CYCB1;1:GUS* expression than wild-type. Expression was quantified as follows: after GUS staining and dissection, three leaves of the total length ranging from 1200 to 1500 µm were photographed for each genotype. The upper half of each image, as exemplified in **F**-**G**, was analyzed. *CYCB1;1:GUS* expressing area was scored as a percentage of distal leaf area. Whereas 3.2% of the distal leaf area of wild-type constituted *CYCB1;1:GUS* expression, 9% of the distal region of *35S:amiR-NGA* leaves comprised *CYCB1;1:GUS* expression, suggesting that cell divisions in *35S:amiR-NGA* leaves persist longer. Cell size and cell division measurements show that *35S:amiR-NGA* plants with a compromised expression of all four NGA genes have larger leaves consisting of smaller cells and that prolonged cell division occurs in the distal region of the *35S:amiR-NGA* leaf. Scale bars: **A**, 5 mm; **B**, 1 mm; 50 μm in the remainder. **DOI:** http://dx.doi.org/10.7554/eLife.15023.008

**Figure 1—figure supplement 2.**
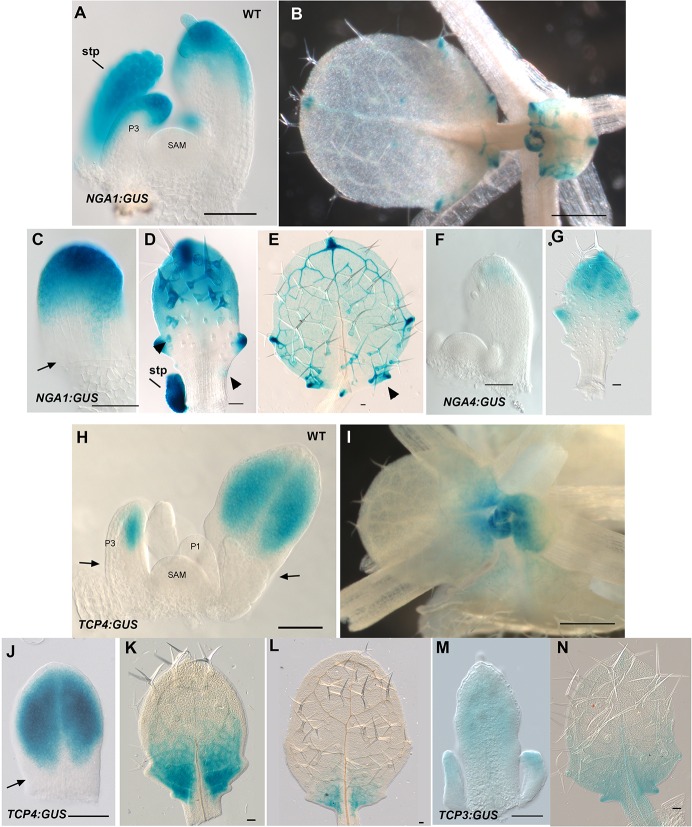
*NGA1:GUS, NGA4:GUS, TCP4:GUS* and *TCP3:GUS* expression in leaves. (**A**-**E**) Expression pattern of *NGA1:GUS* (blue) in wild type. (**A**) *NGA1:GUS* expression is absent in the vegetative shoot apical meristem (SAM) and the proximal region of the older leaf primordia. The expression is initiated distally in the leaf primordium (**P3**). (**B**) Aerial view of a vegetative apex showing *NGA1:GUS* expression at the tips and serrations of older leaves. (**C**–**E**) Developmental series of leaves showing *NGA1:GUS* expression in the wild-type background. (**C**) An early leaf primordium shows strong *NGA1:GUS* expression at the leaf tip. (**D**) *NGA1:GUS* expression in an older leaf primordium. Lateral serrations express *NGA1:GUS*. As additional serrations form basipetally, *NGA1:GUS* expression in initiating serrations becomes apparent (arrowheads) at the base of the leaf. (**E**) A maturing wild-type leaf with additional lateral expression foci of *NGA1:GUS* (arrowhead). (**F**–**G**) Expression pattern of *NGA4:GUS* (blue) in wild type. (**F**) *NGA4:GUS* expression is absent from the SAM and is confined to the tip of the young leaves. (**G**) *NGA4:GUS* expression is confined to the tips and serrations of the older leaves. (**H**–**L**) Expression pattern of *TCP4:GUS* (blue) in wild type. (**H**) *TCP4:GUS* expression is absent in the vegetative shoot apical meristem (SAM), young leaf primordium (**P1**) and the proximal region of the older leaf primordia (arrows). *TCP4:GUS* expression is initiated distally in the older leaf primordia. (**I**) Aerial view of a vegetative apex showing *TCP4:GUS* expression retreating toward the base of older leaves. (**J**–**L**) *TCP4:GUS* expression is shown in a developmental series of leaves from young (**J**) to older (**L**). (**J**) A young leaf primordium showing distal *TCP4:GUS* expression. The proximal region lacks *TCP4:GUS* expression (arrow). (**K**) Later *TCP4:GUS* expression becomes excluded from the distal region and confined to the proximal region of leaf lamina. (**L**) In older leaves *TCP4:GUS* expression is further confined to the leaf base before being subsequently lost. (**M**–**N**) Expression pattern of *TCP3:GUS* (blue) in wild type. (**M**) *TCP3:GUS* expression is observed at the distal region of young leaves and stipules. (**N**) *TCP3:GUS* in older leaves becomes restricted to the base of the leaf. Note that the GUS reaction results in indigo blue colour. SAM, shoot apical meristem; stp, stipule. Scale bars: **B**, **I**, 1 mm; 50 μm in the remainder. **DOI:** http://dx.doi.org/10.7554/eLife.15023.009

**Figure 1—figure supplement 3.**
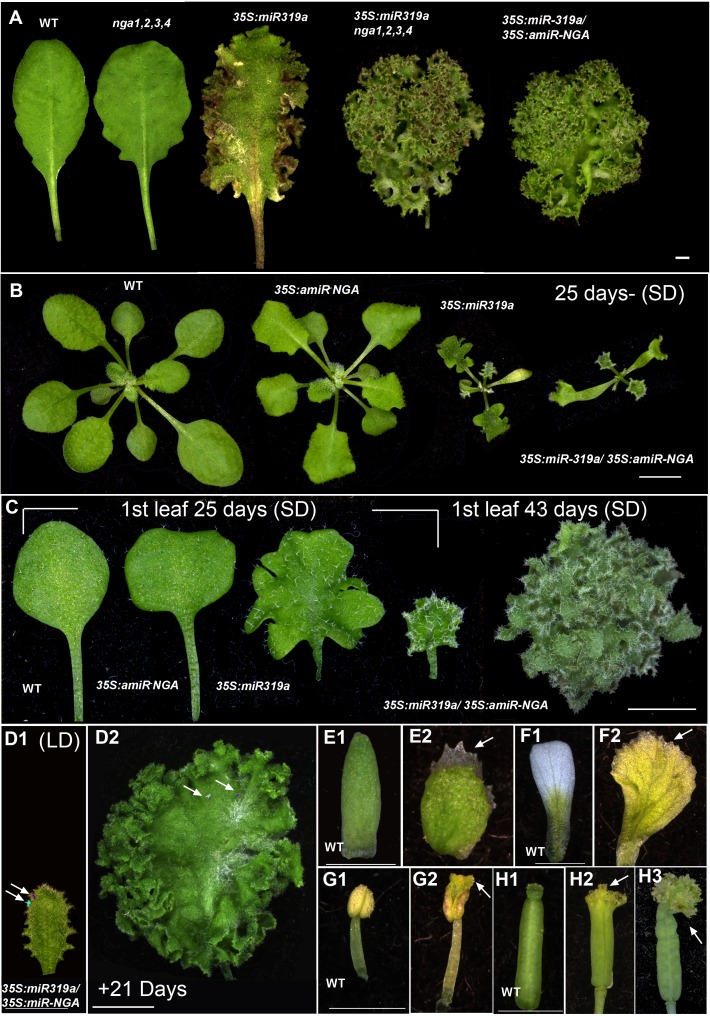
Ongoing marginal growth in leaves and floral organs with reduced CIN-TCP and NGATHA gene activities. (**A**) Leaves of wild-type, *nga1,2,3,4*, *35S:miR319a* and *nga1,2,3,4 35S:miR319a* and *35S:miR319a*/*35S:amiR-NGA* leaves illustrating the synergistic effect on leaf marginal growth when both the *CIN-TCP* and *NGATHA* gene activities are reduced (for data on the effect of *miR319a* and *amiR-NGA* on the expression of targets and related gene family members﻿ see Figure 1—source data 4). (**B**) Representative wild-type, *35S:amiR-NGA*, *35S:miR319a*, and *35S:miR319a/35S:amiR-NGA* plants grown for 25 days under short-day (SD) conditions. Leaf expansion is delayed, and the leaf initiation rate is decreased in *35S:miR319a/35S:amiR-NGA *lines. (**C**) From left to right shown are the first leaves of wild-type, *35S:amiR-NGA*, *35S:miR319a*, and *35S:miR319a/35S:amiR-NGA *plants grown for 25 days, and the rightmost is the first leaf of *35S:miR319a/35S:amiR-NGA* plant grown for 43 days. The first leaves of wild-type, *35S:amiR-NGA* and *35S:miR319a* plants have reached their maximum sizes after 25 days of growth﻿ while the first leaf of *35S:miR319a/35S:amiR-NGA* plant continues to grow from the margins reaching a large and complex shape with continued marginal growth, photographed here after 43 days. (**D1**–**D2**) Third leaf of a long-day (**LD**) grown *35S:miR319a/35S:amiR-NGA* plant marked with nail polish (arrows; light blue and dark blue), demonstrating the growth from the margins in 21 days. (**E1**–**H3**) Floral organs from wild-type (**E1**, **F1**, **G1**, **H1**) and *35S:miR319a/35S:amiR-NGA* (**E2**, **F2**, **G2**, **H2**, **H3**) plants, illustrating the continued growth from organ tips when CIN-TCP and *NGA* gene activities are compromised. Sepals (**E1**, **E2**), petals (**F1**, **F2**), stamens (**G1**, **G2**), and gynoecia (**H1**, **H2**, **H3**) are shown. Scale bars: **A-B**, **D2**, 5 mm; **C**, 2 mm; **D1**, **E1-H3**. 1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.010

**Figure 1—figure supplement 4.**
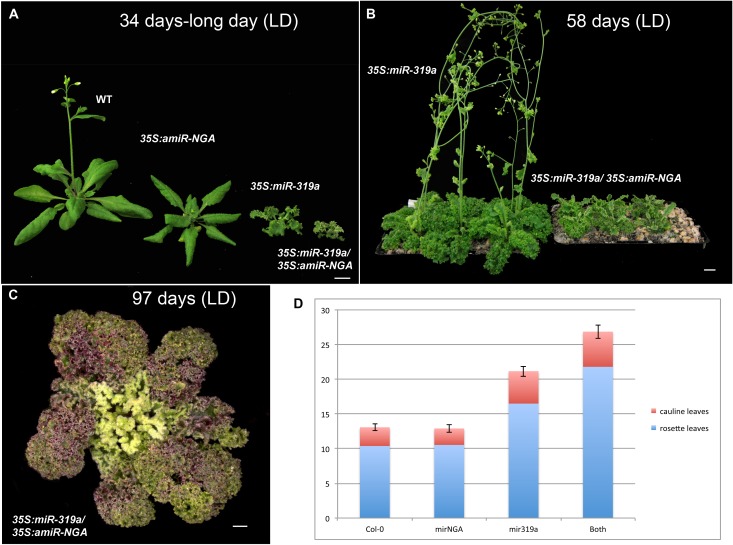
Plant growth and flowering time in plants with reduced CIN-TCP and NGATHA gene activities. (**A**) Representative wild-type, *35S:amiR-NGA*, *35S:miR319a* and *35S:miR319a*/*35S:amiR-NGA* plants after growing 34 days under the long-day conditions. Note that only the wild-type and *35S:amiR-NGA* plants have bolted. (**B**) *35S:miR319a* and *35S:miR319a*/*35S:amiR-NGA* plants after growing 54 days under the long-day conditions. The *35S:miR319a*/*35S:amiR-NGA* plants are yet to bolt. (**C**) *35S:miR319a*/*35S:amiR-NGA* plant after growing 97 days under the long-day conditions. The plant is beginning to bolt. (**D**) Flowering time of wild-type, *35S:amiR-NGA*, *35S:miR319a* and *35S:miR319a*/*35S:amiR-NGA* plants grown under the long-day conditions. Flowering time was measured as a mean number of leaves produced. While no significant difference was observed between wild-type and *35S:amiR-NGA*plants (*t*-test, p=0.83, n = 10), differences were apparent between wild-type and *35S:miR319a* (*t*-test, p=4.8–09, n = 10) and between *35S:miR319a* and *35S:miR319a*/*35S:amiR-NGA* plants (*t*-test, p=7.4^-07^, n = 10). Bars indicate mean ± SE. Scale bars: **C**, 5 mm; **A–B**, 1 cm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.011

**Figure 1—figure supplement 5.**
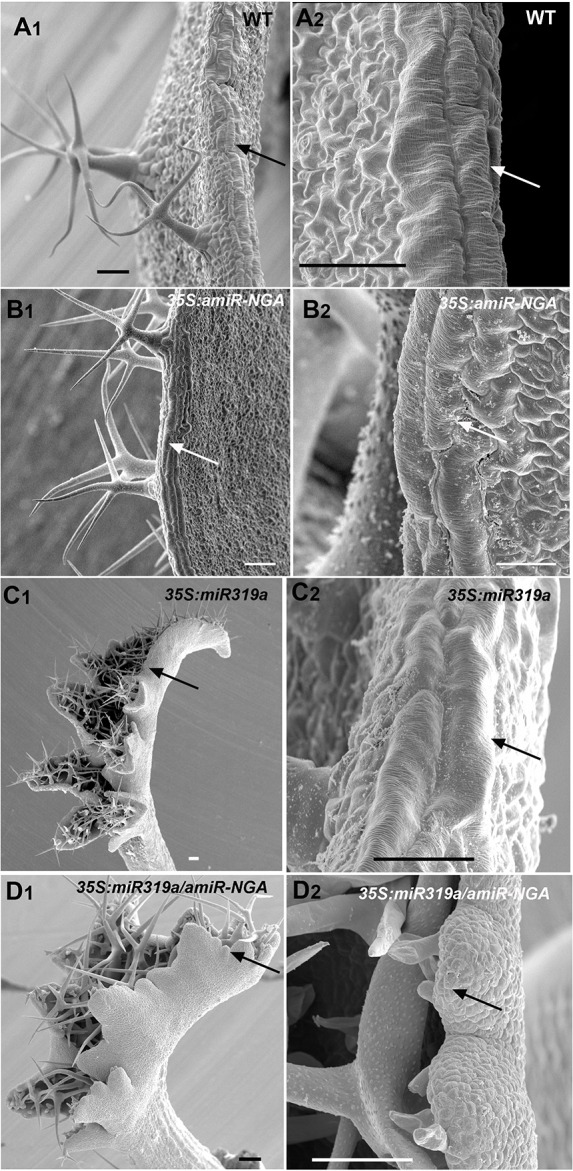
SEM of leaf margin cells with reduced CIN-TCP and NGATHA gene activities. Wild-type, *35S:amiR-NGA*, *35S:miR319a* and *35S:miR319a/35S:amiR-NGA* lines captured by scanning electron micrographs (SEMs) at low (1) or high (2) magnification. (**A**) Wild-type leaf margin at low (**A1**) or high (**A2**) magnification showing the elongated cells at the margin (arrows). (**B**) *35S:amiR-NGA* leaf margin with elongated cells (arrows). (**C**) Developing *35S:miR319a* leaf margin with elongated cells (arrows). (**D**) Developing *35S:miR319a/35S:amiR-NGA* leaf margin lacking elongated cells (arrows). Scale bars: 50 μm in A to **B**, C, and D to D2; 25 μm in B2 and C2. **DOI:** http://dx.doi.org/10.7554/eLife.15023.012

**Figure 1—figure supplement 6.**
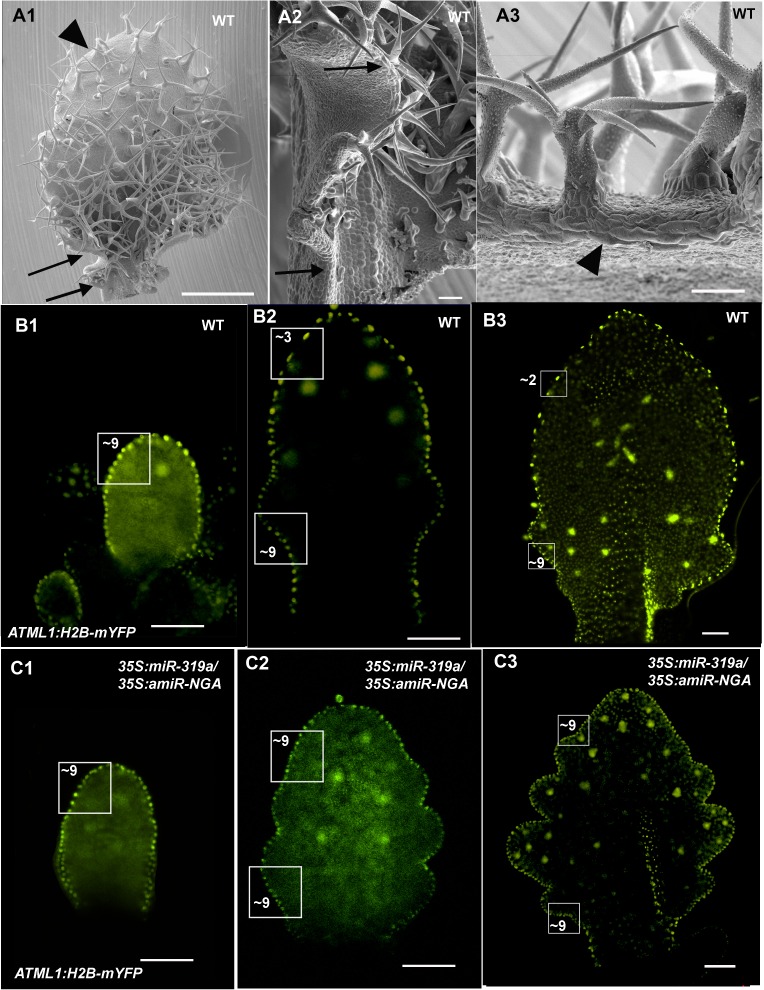
Patterns of proximal to distal leaf margin cell expansion. (**A1-A3**) SEM of a differentiating wild-type leaf margin demonstrating a gradient of proximal to distal cell elongation. (**A1**) The adaxial surface of a wild-type leaf with regions of the left margin demarked by arrows and an arrowhead shown in detail in (**A2**) and (**A3**). (**A2**) Marginal region between the arrows shows a proximal to distal gradient of increasing cell length. (**A3**) The distal region of the leaf has prominent, elongated marginal cells (arrowhead). A developmental series of wild-type (**B1-B3**) and *35S:miR319a/35S:amiR-NGA* (**C1–C3**) leaves where the margin cell nuclei are marked by *ATML1:H2B-mYFP* expression. Regions of 2500 μm^2^ are boxed and the approximate numbers of margin cell nuclei are given. (**B1–B3**) In older wild-type leaves the number of margin cell nuclei in the distal region is reduced relative to the proximal leaf due to cell expansion and differentiation. (**C1–C3**) In developing *35S:miR319a/35S:amiR-NGA* leaves the number of marginal cells in the distal relative to the proximal domains does not change, reflecting lack of differentiation and expansion of the marginal cells. Scale bars: **A**, 1 mm; 50 μm in other panels. **DOI:** http://dx.doi.org/10.7554/eLife.15023.013

**Figure 1—figure supplement 7.**
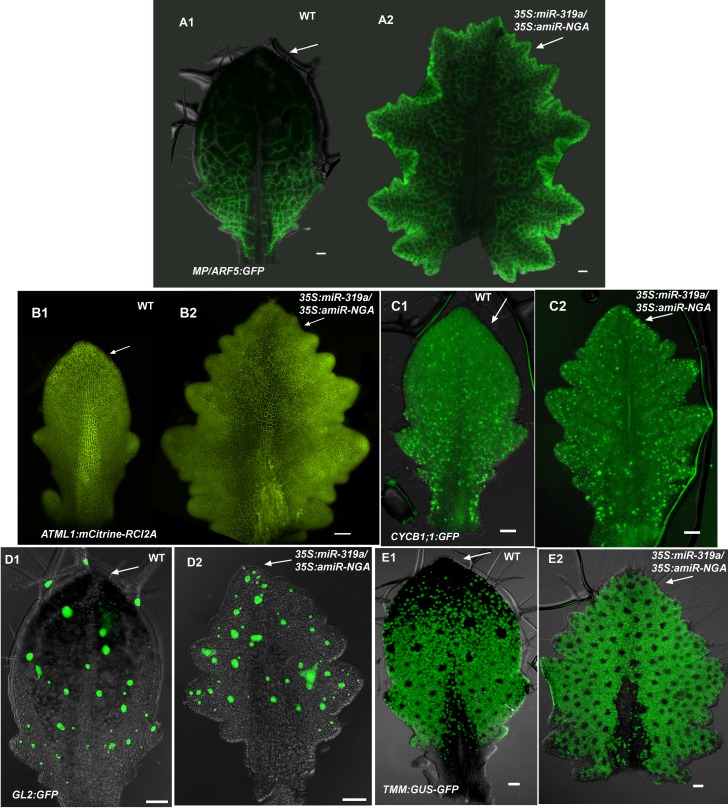
Distribution of markers in leaves with reduced CIN-TCP and NGATHA gene activities. (**A**) Expression of *MP/ARF5:GFP* (green) occurs in provasculature and diminish as the vasculature differentiate. In wild-type differentiating leaf (**A1**) *MP/ARF5:GFP* decreases in the distal part of the leaf (arrow) but is maintained near the leaf margin and the provasculature at the leaf base. *ARF5:GFP* expression continues at the distal margins of older *35S:miR319a/35S:amiR-NGA* leaves (**A2**) (arrow) associated with *de novo* provasculature formation and, unlike wild-type, remains active in the distal vasculature of internal maturing leaf tissue appearing more reticulate. (**B**) Expression of *ATML1:mCitrine-RCI2A* (yellow), which marks the plasma membrane of epidermal cells, outlining cells in the epidermis. In a wild-type leaf (**B1**), cells in the distal region of the leaf (arrow) are larger relative to those at the base. Expression of *ATML1:mCitrine-RCI2A* in a larger, older *35S:miR319a/35S:amiR-NGA* leaf (**B2**) shows that the cells at the distal, marginal region remain small (arrow). (**C**) Expression of *CYCB1;1:GFP* in a developing leaf. More cells at the distal leaf margin of *35S:miR319a/35S:amiR-NGA* leaf (arrow) express *CYCB1;1:GFP* compared to wild-type. (**D**) *GL2:GFP* expression (green) becomes reduced in the distal domain of wild-type leaves (**D1**) but continues to be expressed in initiating trichomes in the distal region of *35S:miR319a*/*35S:amiR-NGA* leaves (D2, arrow). (**E**) *TMM-GUS-GFP* expression (green) is excluded from the distal wild-type leaf (**E1**) but continues in the distal region of *35S:miR319a*/*35S:amiR-NGA* leaves (E2, arrow). Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.014

**Figure 1—figure supplement 8.**
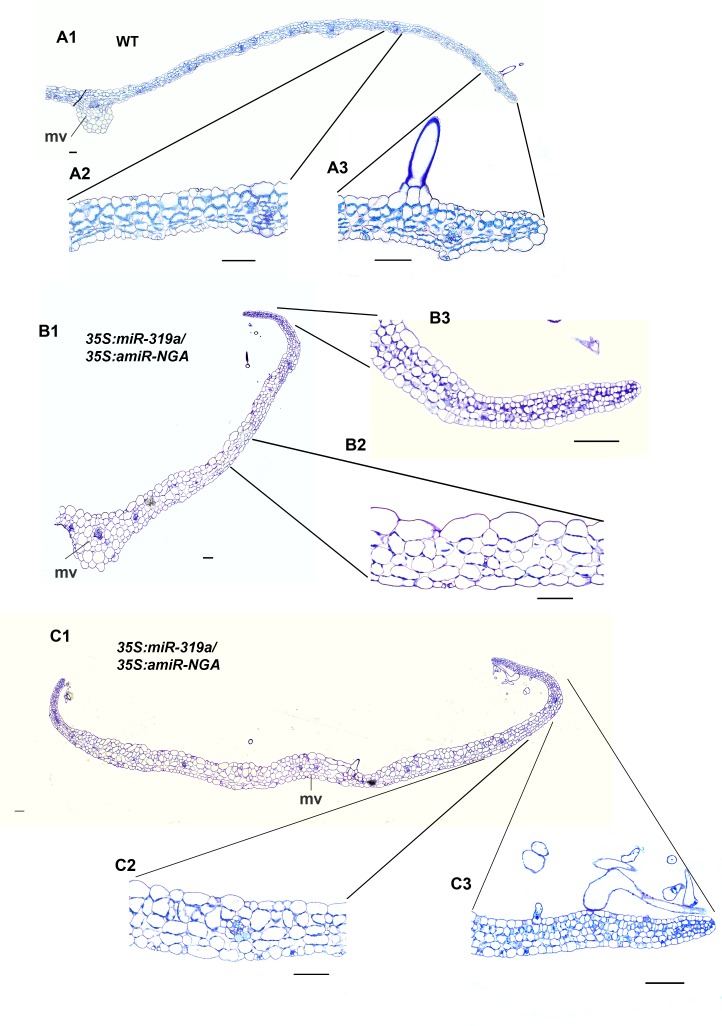
Transverse sections of leaves with reduced NGATHA and CIN-TCP activities. (**A1–C3**) Transverse sections through wild-type (**A1–A3**), and two *35S:miR319a/35S:amiR-NGA* leaves (B1-B3, C1-C3) with higher magnification images of marginal (A2, B2, C2) and internal (A3, B3, C3) regions of each leaf. In contrast to the differentiated margins of wild-type leaves (**A3**), the leaf margins of *35S:miR319a/35S:amiR-NGA* plants (**B3, C3**) have the similar five/six-cell-layered blade of small, densely cytoplasmic cells typical of early wild-type leaf primordia (see Figure 1F–G). The wild-type leaf is of regular thickness (**A1, A2**) whereas *35S:miR319a/35S:amiR-NGA* leaves are thicker, less regular, and appear to be composed of larger cells (B1-B2 and C1-C2). mv, midvein. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.015

**Figure 1—figure supplement 9.**
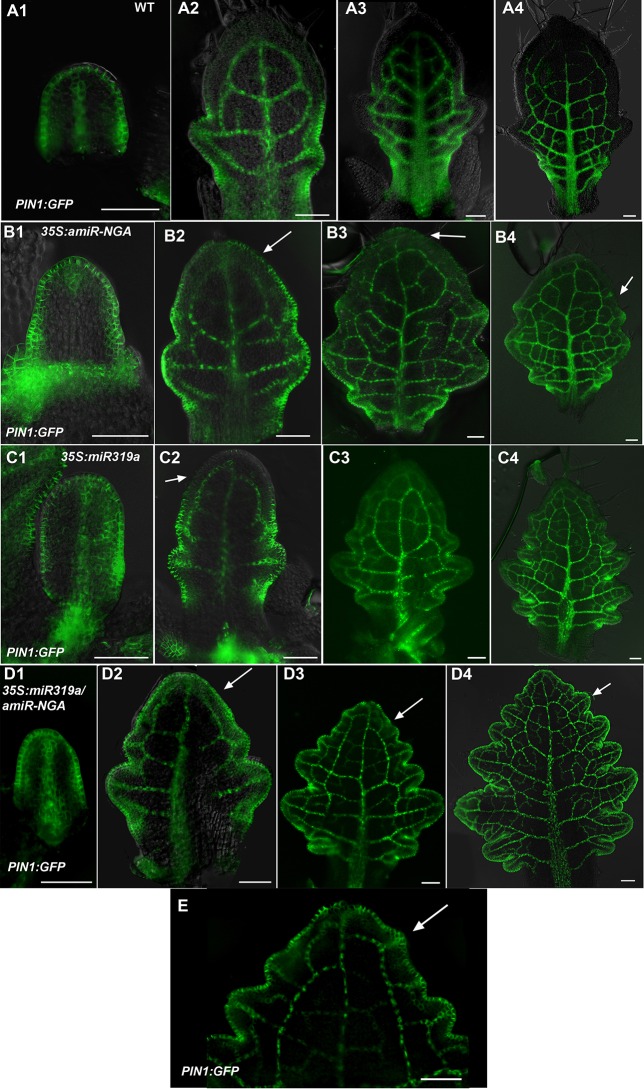
Changes in PIN1-GFP expression when CIN-TCPs and NGATHA gene activities are reduced. (**A1**-**A4**) *PIN1:PIN1-GFP* expression (green) in developing wild-type leaves. (**A1**) In the early leaf primordium *PIN1:PIN1-GFP* expression is seen around the entire margin and in the primary provascualar strand. (**A2**-**A4**) In older primordia *PIN1:PIN1-GFP* expression is gradually excluded from the distal margin but is maintained at the proximal margins, leaf sinuses and provasculature. (**B1**–**B4**) *PIN1:PIN1-GFP* expression in developing *35S:amiR-NGA* leaves. (**B1**) In early *35S:amiR-NGA* leaf primordia *PIN1:PIN1-GFP* expression occurs around the margin as in wild-type. (**B2**–**B4**) *PIN1:PIN1-GFP* expression is maintained for a longer period at the distal margins of *35S:amiR-NGA* leaf primordia than in wild-type (arrows). (**C1**-**C4**) *PIN1:PIN1-GFP* expression in *35S:miR319a* leaves. (**C1**) In early *35S:miR319a* leaves *PIN1:PIN1-GFP* is expressed around the entire margin. (**C2**–**C4**) In older leaves *PIN1:PIN1-GFP* is maintained for longer at the distal margin than in wild-type (**C2**; arrow) but subsequently becomes excluded from the distal margin (**C3**, **C4**). (**D1**–**D4**) *PIN1:PIN1-GFP* expression in *35S:miR319a/35S:amiR-NGA* leaves. (**D1**) *PIN1:PIN1-GFP* is expressed around the margin of early *35S:miR319a/35S:amiR-NGA* leaf primordia. (**D2**–**D4**) *PIN1:PIN1-GFP* expression continues at the margins of older *35S:miR319a/35S:amiR-NGA* leaves (arrows). (**E**) The distal region of an older *PIN1:PIN1-GFP 35S:miR319a/35S:amiR-NGA* leaf showing presumptive auxin canalization marked by *PIN1:PIN1-GFP* expression along the margin (arrow). Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.016

**Figure 1—figure supplement 10.**
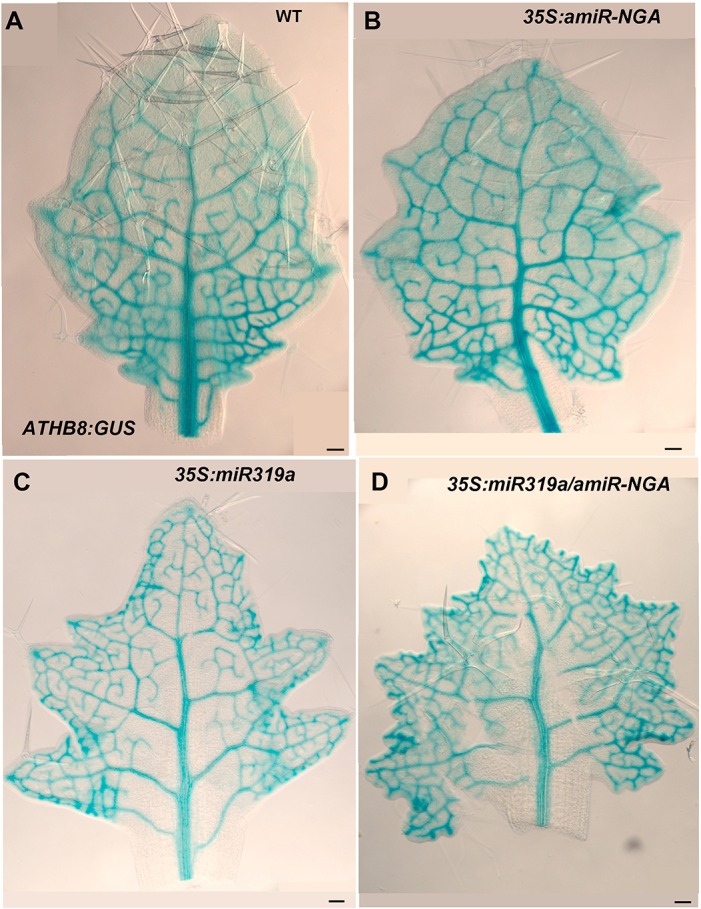
*ATHB8:GUS* expression in leaves with reduced CIN-TCPs and NGATHA gene activities. *ATHB8:GUS* expression (blue) marks the developing provasculature and is illustrated here in similarly sized, developing leaves. (**A**) *ATHB8:GUS* expression in a developing wild-type leaf. Vasculature expression is diminished and GUS expression lacks from the margin in the distal leaf while GUS expression is strong and extends to the margin at the base of the leaf. (**B**) *ATHB8:GUS* expression in *35S:amiR-NGA* leaf is largely similar to wild-type, but the expression is maintained longer distally. (**C**) *ATHB8:GUS* expression in a *35S:miR319a* leaf identifies reticulated marginal expression maintained in the distal leaf. (**D**) *ATHB8:GUS* expression in a *35S:miR319a*/*35S:amiR-NGA* leaf showing strong, reticulate expression extending to all margins. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.017

**Figure 1—figure supplement 11.**
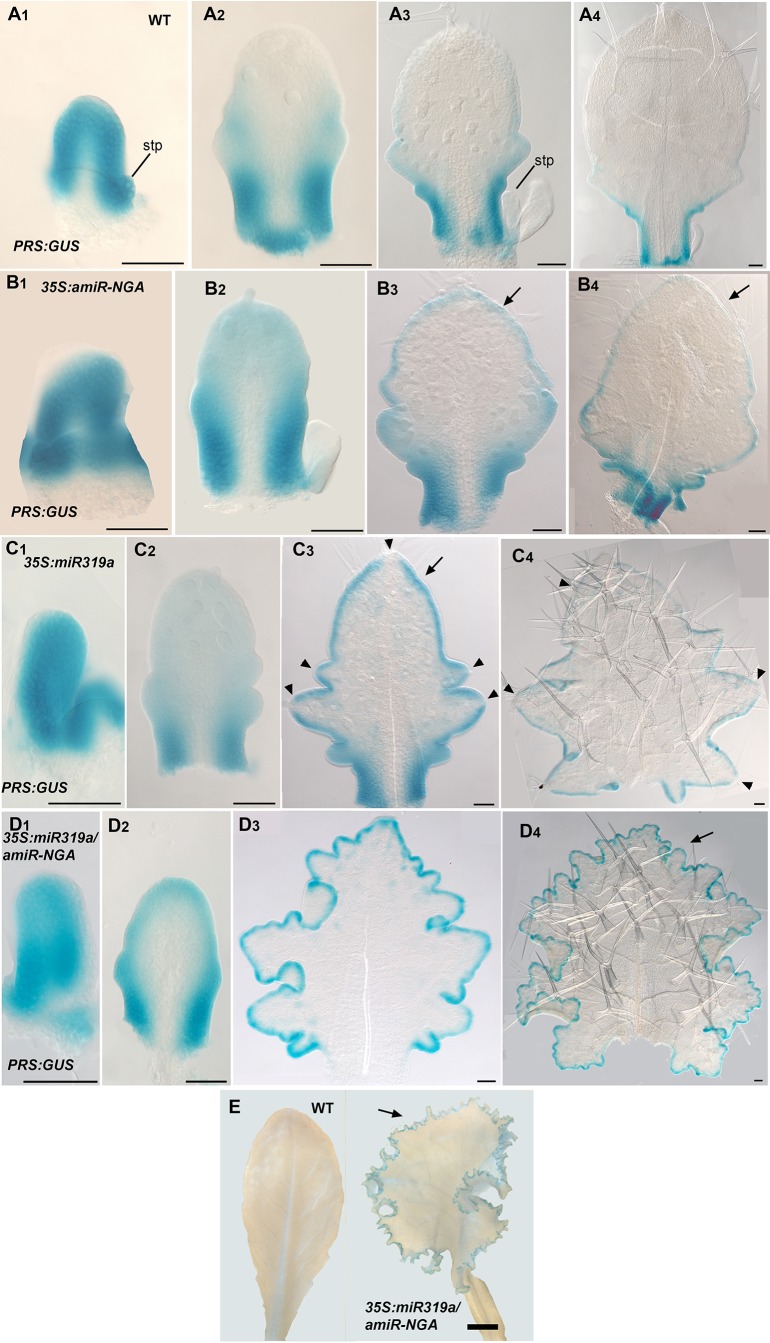
*PRS:GUS* expression is maintained longer at the leaf margins when CIN-TCP and NGATHA gene activities are reduced. (**A1**–**D4**) *PRS:GUS* expression (blue) at various developmental stages from early (left) to late (right) in each row. (**A1**–**A4**) *PRS:GUS* expression in wild-type leaves. (**A1**) *PRS:GUS* is expressed marginally in a young leaf primordium. (**A2**) In an older wild-type primordium *PRS:GUS* expression becomes restricted to the proximal leaf. (**A3**) *PRS:GUS* expression is excluded from the distal region but is maintained at the proximal region including the incipient petiole. (**A4**) *PRS:GUS* expression is only present at the base of the leaf and incipient petiole. (**B1**-**B4**) *PRS:GUS* expression in *35S:amiR-NGA* leaves. (**B1**) An early *35S:amiR-NGA* leaf primordium showing *PRS:GUS* expression around the entire margin. (**B2**) In an older *35S:amiR-NGA* leaf primordium *PRS:GUS* expression is strongest at the base and is also present distally. (**B3**, **B4**) In an older leaf primordium *PRS:GUS* expression is strongest at the leaf base and incipient petiole and is also maintained at the distal margin (arrows). (**C1**–**C4**) *PRS:GUS* expression in *35S:miR319a* leaves. (**C1**) A young *35S:miR319a* leaf primordium with *PRS:GUS* expression around the entire margin. (**C2**) In an older *35S:miR319a* leaf primordium *PRS:GUS* expression is observed around the margin and is strongest at the base of the leaf. (**C3**, **C4**) Older *35S:miR319a* leaf primordia showing characteristic deep serrations. *PRS:GUS* expression is observed around the margin (arrow; **C3**) but is absent from the tip of the leaf and serration tips (arrowheads). (**C4**) *PRS:GUS* expression is still maintained at low levels. Arrowheads indicate the lack of *PRS:GUS* expression at serration tips. (**D1**–**D4**) *PRS:GUS* expression in *35S:miR319a/35S:amiR-NGA* leaves. (**D1**) An early *35S:miR319a/35S:amiR-NGA* leaf primordium with *PRS:GUS* expression around the entire margin. (**D2**) A young *35S:miR319a/35S:amiR-NGA* leaf primordium with *PRS:GUS* expression at the margins. (**D3**, **D4**) In older *35S:miR319a/35S:amiR-NGA* leaves with elaborate leaf margins, *PRS:GUS* expression is maintained seamlessly at the margins (arrow; **D4**). All leaves are arranged with the adaxial surface facing up. stp, stipule. Scale bars: E, 2 mm; all other panels, 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.018

**Figure 1—figure supplement 12.**
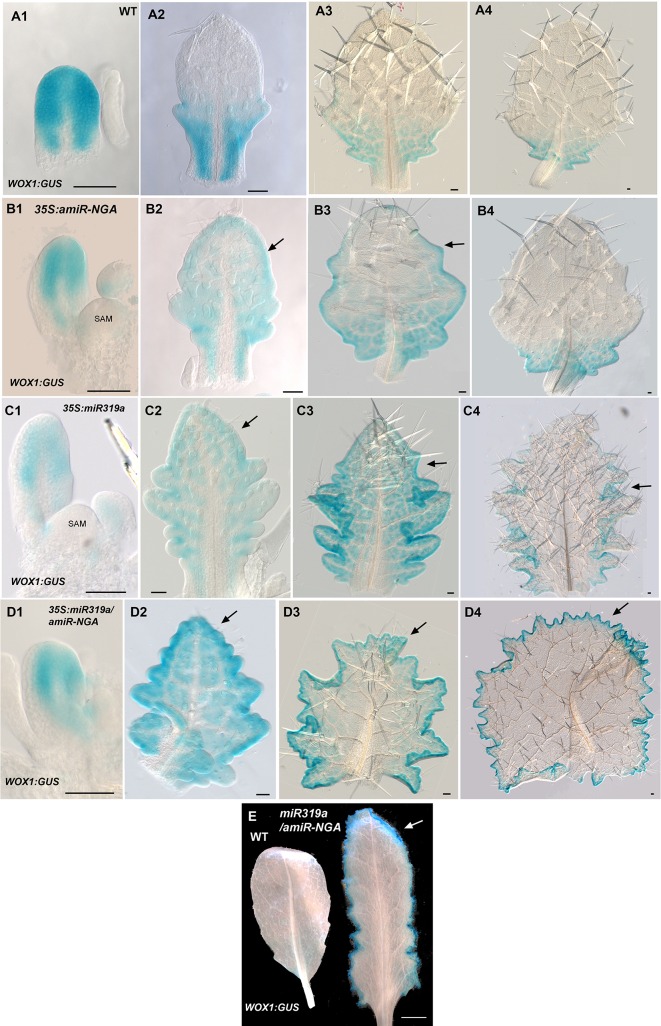
*WOX1:GUS* expression is maintained longer at the leaf margins when CIN-TCP and NGATHA gene activities are reduced. (**A1**–**D4**) *WOX1:GUS* expression (blue) at various developmental stages from early (left) to late (right) in each row. (**A1**–**A4**) *WOX1:GUS* expression in wild-type leaves. (**A1**) *WOX1:GUS* is expressed around the margin of an early leaf primordium. (**A2**) In an older leaf primordium *WOX1:GUS* expression becomes restricted to the proximal leaf including the incipient petiole. (**A3**) *WOX1:GUS* expression is absent from the distal region but is maintained at the basal region. (**A4**) In an older leaf residual *WOX1:GUS* expression occurs only at the leaf base. (**B1**–**B4**) *WOX1:GUS* expression in *35S:amiR-NGA* leaves. (**B1**) An early *35S:amiR-NGA* leaf primordium with *WOX1:GUS* expression at the margin. (**B2**) An older *35S:amiR-NGA* leaf primordium with *WOX1:GUS* expression maintained throughout the leaf (arrow). (**B3**) An older *35S:amiR-NGA* leaf primordium where *WOX1:GUS* expression is strongest at the base and is maintained at the distal margin (arrow). (**B4**) An older leaf primordium with *WOX1:GUS* expression restricted to the leaf base (arrow). (**C1**–**C4**) *WOX1:GUS* expression in *35S:miR319a* leaves. (**C1**) Young *35S:miR319a* leaf primordia with *WOX1:GUS* expression at the margin. (**C2**) An older *35S:miR319a* leaf primordium with *WOX1:GUS* expression maintained distally (arrow). (**C3**) An older *35S:miR319a* leaf with *WOX1:GUS* expression observed throughout the leaf including the distal domain (arrow). (**C4**) In an older *35S:miR319a* leaf primordium *WOX1:GUS* expression is reduced at the leaf tip and serrations but is still present in the sinuses (arrow). (**D1**–**D4**) *WOX1:GUS* expression in *35S:miR319a/35S:amiR-NGA* leaves. (**D1**) An early *35S:miR319a/35S:amiR-NGA* leaf primordium with *WOX1:GUS* expression at the margins. (**D2**) A young *35S:miR319a/35S:amiR-NGA* leaf primordium shows *WOX1:GUS* expression throughout the leaf with stronger expression around the margin. (**D3**) An older *35S:miR319a/35S:amiR-NGA* leaf with elaborated leaf margins. *WOX1:GUS* is continuously expressed at the margins including the distal margin (arrow). (**D4**) In an older *35S:miR319a/35S:amiR-NGA* leaf with *WOX1:GUS* expression at all margins including the distal margin (arrow). (**E**) *WOX1:GUS* expression in older wild-type and *35S:miR319a/amiR-NGA* leaves showing strong and continued expression at the margins of the *35S:miR319a/amiR-NGA* leaf (arrow). Note the absence of GUS expression in the wild-type leaf. All leaves are arranged with the adaxial surface facing up. SAM, shoot apical meristem. Scale bars: **A1**–**D4**, 50 μm; **E**, 5 mm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.019

**Figure 1—figure supplement 13.**
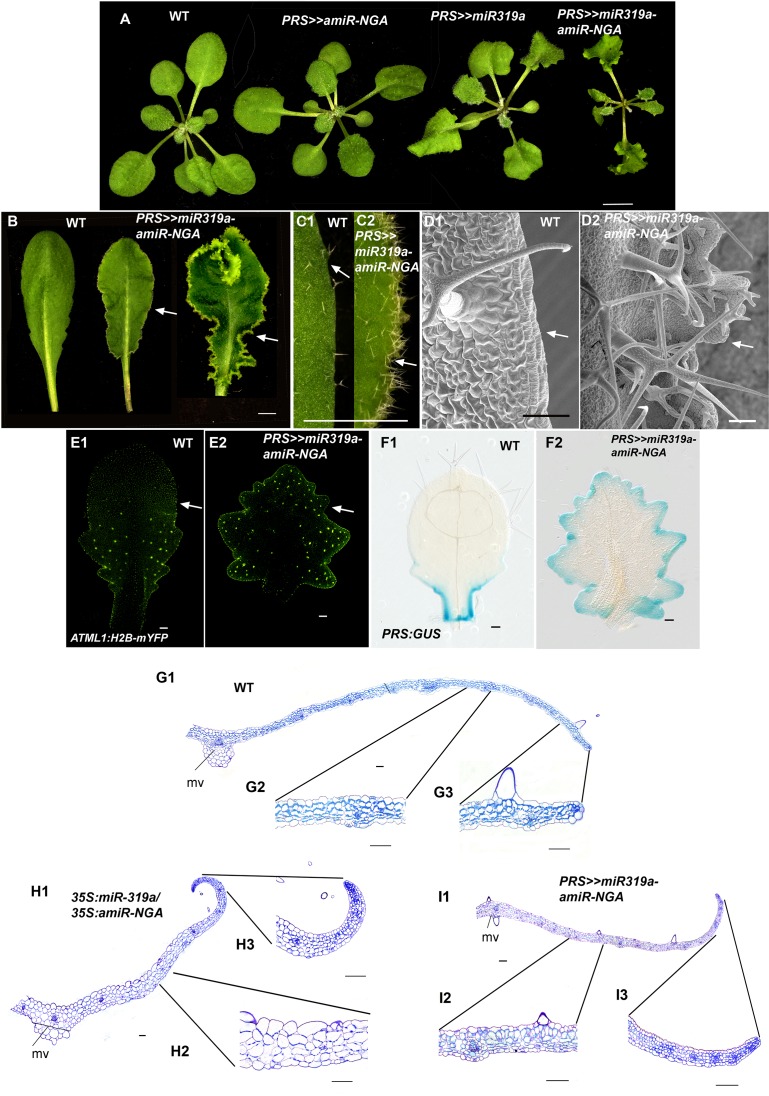
Reduced NGATHA and CIN-TCP gene activities in the *PRESSED FLOWER (PRS*) domain alters leaf marginal growth. All lines are obtained using transactivation (*PRS:LhG4*). (**A–F2**) Plants and leaves are placed with the adaxial face up. (**A**) Wild-type, *PRS>>amiR-NGA*, *PRS>>miR-319a* and *PRS>>miR-319a-amiR-NGA* plants showing the increased leaf marginal growth when activity of the NGATHAs, CIN-*TCP*s and both NGATHAs and CIN-*TCP*s are reduced in the *PRS* expression domain. (**B**) Wild-type and *PRS>>miR-319a-amiR-NGA *leaves showing indeterminate leaf margins (arrows). (**C1–C2**) Higher magnification image of the margins of wild-type (**C1**) and *PRS>>miR-319a-amiR-NGA* (**C2**) leaves showing active margins (arrow). (**D1–D2**) SEM of wild-type (**D1**) and *PRS>>miR-319a-amiR-NGA *leaves (**D2**) illustrating the elongate cells of wild-type (arrow) relative to the jagged margins with small cells and initiating trichomes of *PRS>>miR-319a-amiR-NGA *leaves (arrow). (**E1–E2**) Wild-type (**E1**) and *PRS>>miR-319a-amiR-NGA *leaves (**E2**) with the epidermal nuclei are marked by *ATML1:H2B-mYFP* expression (yellow). Sparse *ATML1:H2B-mYFP* expression is observed in the distal part of the wild-type leaf (arrow). By contrast a high density of expression is apparent around the distal margins of the *PRS>>miR-319a-amiR-NGA* leaf and the nuclei of developing trichomes which have undergone endoreduplication (arrow). (**F1–F2**) PRS:GUS expression (blue) in a differentiating wild-type (**F1**) and *PRS>>miR-319a-amiR-NGA* leaf (**F2**). Whereas PRS:GUS expression is confined to the proximal margins of the wild-type leaf, expression occurs around the entire *PRS>>miR-319a-amiR-NGA* leaf margin. (**G1–13**) Transverse sections of wild-type (**G1–G3**), *35S:miR319a/35S:amiR-NGA* (**H1–H3**) and *PRS>>miR-319a-amiR-NGA* (**I1–I3**) leaves. The margins of *35S:miR319a/35S:amiR-NGA* (**H3**) and *PRS>>miR-319a-amiR-NGA* (**I3**) leaves have the similar five/six-cell-layered blade of small cells that characterizes the development of early wild-type leaf primordia (see Figure 1F–G) in contrast to the differentiated margins of wild-type (**G3**). Internally, the structure of the *PRS>>miR-319a-amiR-NGA* (12) more closely resembles that of wild-type (**G2**) than *35S:miR319a/35S:amiR-NGA* (**H2**), where the blade is thicker and the cells appear enlarged. mv, midvein. Scale bars: **A**, **B**, 5 mm; **C1**–**C2**, 2 mm; 50 μm in other panels. **DOI:** http://dx.doi.org/10.7554/eLife.15023.020

**Figure 1—figure supplement 14.**
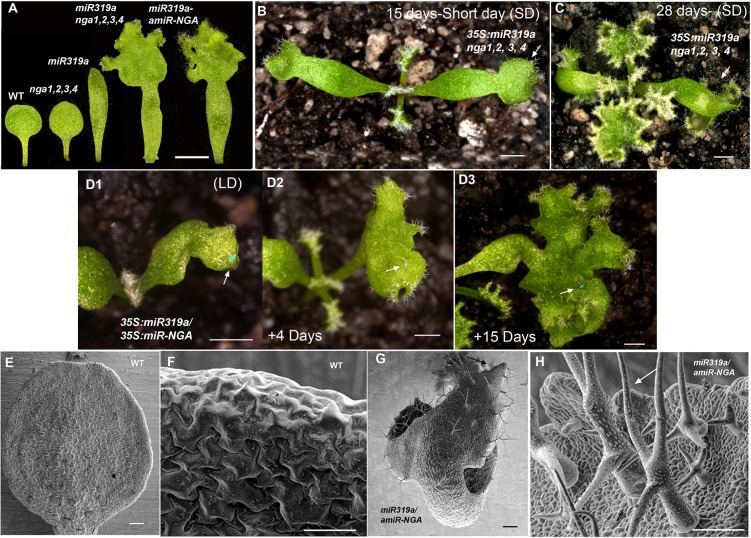
Ongoing marginal growth in cotyledons with reduced CIN-TCP and NGATHA gene activities. (**A**) From left to right shown are the cotyledons of wild-type, *nga1,2,3,4*, *35S:miR319a*, *nga1,2,3,4 35S:miR319a* and *35S:miR319a-amiR-NGA* plants, showing differences in cotyledon shape and growth. (**B**) *35S:miR319a nga1,2,3,4* seedling growing for 15 days under the short-day conditions, showing extended growth at the cotyledon tips (arrow) and first leaves. (**C**) The same *35S:miR319a nga1,2,3,4* seedling as in (**B**) after 28 days of growth, illustrating the continued growth from the cotyledon tips (arrow) and rosette leaves. (**D1**–**D3**) Cotyledon of the same *35S:miR319a/35S:amiR-NGA* plant marked with nail polish (light blue; arrows), illustrating marginal growth of the cotyledon over 15 days under the long-day conditions. (**E**–**H**) Scanning electron micrographs of the adaxial surface of wild-type (**E**, **F**) and *35S:miR319a/35S:amiR-NGA *(**G**, **H**) cotyledons. The distal margin of cotyledons is shown at higher magnification in **F**, **H**. The distal region of *35S:miR319a/35S:amiR-NGA* cotyledons continues to grow with leaf-specific characteristics, such as stellate trichomes (arrow). Large epidermal cells are seen in wild-type (**F**) whereas small cells and initiating trichomes are observed in *35S:miR319a/35S:amiR-NGA *(**H**, arrow). Scale bars: **A**, 2 mm; **B**–**D3**, 1 mm; **E–H**, 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.021

**Figure 1—figure supplement 15.**
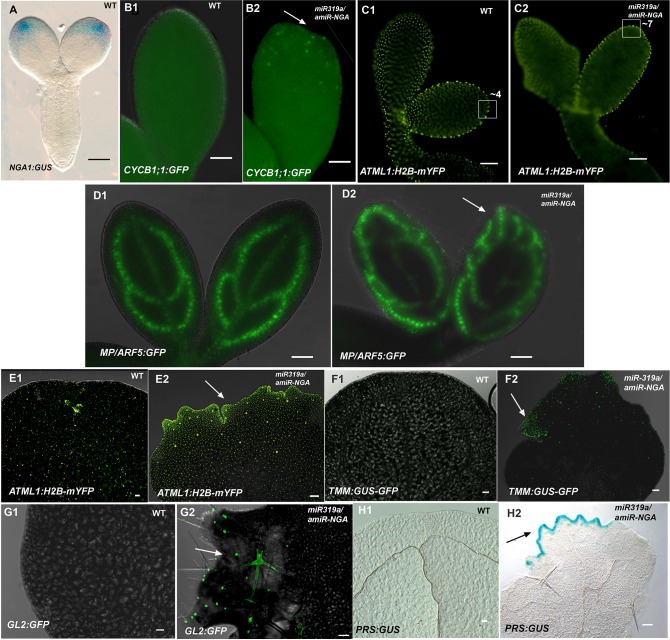
Morphological and marker analyses in cotyledons with reduced CIN-TCP and NGATHA gene activities. (**A**) *NGA1:GUS* (blue) is expressed at the cotyledon tips of embryo eight days after pollination. (**B1–D2**) Marker expression in embryos nine days after pollination. (**B1**, **B2**) *CYCB1;1:GFP* expression (green) in embryo cotyledons. Little or no *CYCB1;1:GFP* expression was detected in wild-type (**B1**) while extensive expression was observed in the cotyledon tips (arrow) in *35S:miR319a/35S:amiR-NGA* (**B2**). (**C1**, **C2**) Expression of *ATML1-H2B-mYFP* (yellow), which marks the nuclei of the epidermal cells. (**C1**) Expression at the margins of developing wild-type cotyledons indicates regular, enlarging cells. (**C2**) At the margins of the developing *35S:miR319a/35S:amiR-NGA* cotyledons the cells appear smaller and more numerous. Regions of 2500 μm^2^ are boxed and the approximate numbers of margin-cell-nuclei are given. (**D1, D2**) *MP/ARF5:GFP* (green) expression in the developing wild-type cotyledons. (**D1**) *MP/ARF5:GFP* expression is strongest in the younger, peripheral, provascular stands and is diminished in the older central strand of wild-type. (**D2**) *MP/ARF5:GFP* expression in the developing *35S:miR319a/35S:amiR-NGA* cotyledons reveals extensive expression in presumptive *de novo* provasculature extending from the margins (arrow).(**E1–H2**) Expression of markers in the cotyledons of wild-type and *35S:miR319a/35S:amiR-NGA* plants after germination. (**E1**, **E2**) Adaxial cotyledon surface of plants expressing *ATML1-H2B-mYFP* (yellow), which marks the nuclei of the epidermal cells. (**E1**) Dispersed YFP signal suggests well-spaced nuclei, reflecting the presence of large, differentiated cells in wild-type cotyledons. (**E2**) In a *35S:miR319a/35S:amiR-NGA* cotyledon, the nuclear YFP expression is observed in high density at and near the margins, suggesting the presence of numerous small cells. Large YFP dots are associated with endoreduplicating trichome cells (arrow) not observed in wild-type. (**F1**) Adaxial surface and margin of a wild-type cotyledon expressing the leaf meristemoid regulator *TMM:GUS-GFP* (green). No GFP signal is observed. (**F2**) Adaxial surface and margin of a *35S:miR319a/35S:amiR-NGA *cotyledon with *TMM:GUS-GFP* expression apparent in cells associated with the margin (arrow). (**G1**) Adaxial surface and margin of a wild-type cotyledon expressing the trichome marker *GL2:GFP*. No GFP signal is observed. (**G2**) Adaxial surface and margin of a *35S:miR319a/35S:amiR-NGA *cotyledon with *GL2:GFP* expression (green) associated with the initiating and developing trichomes (arrow). (**H1**, **H2**) Cleared cotyledon tips of plants expressing *PRS:GUS* (blue), a reporter construct for the *PRS* gene. (**H1**) No GUS signal was observed in wild-type. (**H2**) Strong *PRS:GUS* expression (blue) is seen at the margin (arrow) in *35S:miR319a/35S:amiR-NGA* plants. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.022

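Of the 4 *NGA* genes that *35S:amiR-NGA* targets, 3 were above the background bound in both arrays of dissected *35S:miR319a/35S:amiR-NGA* leaf margins. The MAS5 signal of *NGA2* was 95.6 ± 4.35 (SD, n = 2 arrays), that of *NGA1* 25.5 ± 5.61 and that of *NGA4* 17.2 ± 8.49. *NGA3* was at 28.7 in replicate 1 and at 5.14 in replicate 2, where it lay below the bound. Under a bound from a longer list of reference genes, only *NGA2* of the 4 genes was above background in both arrays. In Figure 1—source data 4 the paper's values for young leaves and vegetative meristems of *35S:amiR-NGA* plants are 130.8 for *NGA2*, 27.8 for *NGA1*, 20.7 for *NGA4* and 17.9 for *NGA3*, against its wild-type values of 98.4, 40.0, 23.6 and 37.6. Those tables and the margin arrays were normalized separately, and no wild-type margin was analysed here, so the margin signals do not measure a knockdown. The *TCP* genes that miR319 targets are unnamed here. *TCP15*, a related gene that miR319 does not target, had a signal of 156.9 ± 15.2 (SD, n = 2).

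RNA was prepared from tissue cut with scissors from the outer 0.5 to 1 mm of older leaves and hybridized to Affymetrix ATH1 arrays, with 2 biological replicates of this 1 group. The sample labels give growth with 16 h light at 23°C and the Ler ecotype. The paper gives 10 h light at 20°C for its leaf analyses and no separate condition for the array plants. The labels do not name the genotype, which was taken from the paper. The authors obtained and normalized the signals with MAS5, which gives 1 intensity on a linear scale for each of 22810 probe sets. Each array had a median of 50.0, with quartiles of 7.06 and 159.4 in replicate 1 and of 10.8 and 157.8 in replicate 2. Across probe sets, which are not independent replicates, the log2 signals of the arrays had a Pearson correlation of 0.931 and a Spearman correlation of 0.953. The log2 ratio of the arrays had an SD of 1.11 over all probe sets and of 0.671 over the 14772 probe sets above the bound in both. Among genes above the bound in both arrays, the 10 with the largest log2 ratio between the replicates were all plastid-encoded (*atpE*, *psbM*, *rps4*, *petB*, *matK*, *psbJ*, *ndhI*, *rpl33*, *atpB* and *psbF*), and *atpE* was at 13.0 in replicate 1 and at 2536 in replicate 2. The ratio of 3′ to 5′ signal, a measure of RNA integrity and labelling, was 1.70 in replicate 1 and 3.93 in replicate 2 for the actin control and 1.496 and 1.499 for the GAPDH control. The further probe sets of these controls gave 8.10 and 14.3 for actin and 1.104 and 1.523 for GAPDH. For the ubiquitin control the ratio was 2.01 and 2.89, and 1.66 and 3.04 with its further probe sets. Apart from the first GAPDH pair, these ratios were higher in replicate 2, so RNA integrity or labelling may have differed between the arrays.

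Genes were named for the 13513 probe sets that have 1 gene in the annotation used here, while 503 had several genes and 8794 had none there. The deposited table holds signals for these probe sets too, and a fuller annotation of the array would name their genes. The deposited table gives no detection calls. The background bound of each array was therefore the 95th percentile of 6 measured genes of pollen, anther and root, which was 7.21 in replicate 1 and 18.3 in replicate 2. The highest of the 6, *EXPA18*, was itself above it in both arrays, at 8.42 and 20.4. In the longer list of 24 reference genes, *AGL61* (13.4 and 32.4), *AGL80* (9.87 and 25.0) and *PLIM2b* (91.7 and 58.1) were too. The rest of that list was not above it in both arrays. A signal slightly above the bound therefore does not by itself show expression. With 1 condition no difference between conditions was tested, and the number of arrays limits the precision of every value.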

The digital differentiation index (DDI) assesses relative leaf maturity from global gene expression profiles (Efroni et al., 2008). 

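In the indeterminate margins, the measured genes of cell division and DNA replication were above background together with those of organ growth. These lists were drawn up after the annotation was seen. Only 2 of 23 planned genes of mitosis and cytokinesis and 1 of 13 planned genes of replication were measured. Of all 13350 genes with a probe set of their own, 60.1% passed the same bound. All 15 measured cell division genes were above the bound in both arrays, among them the Aurora kinase *AUR1* at 166.5 ± 28.6 (SD, n = 2), the mitotic chromosome protein gene *3xHMG-box2* at 530.9 ± 147.3 and the kinetochore checkpoint gene *BUBR1* at 49.1 ± 8.03. All 11 genes of DNA replication and histone H2B were above it as well, with *PROLIFERA* (*PRL*, a subunit of the replicative helicase) at 619.3 ± 5.37, *HTB4* at 593.6 ± 177.4 and *PSF2* at 93.4 ± 9.05. All 8 genes of lateral organ growth and polarity were above the bound, from the abaxial factor *YAB3* at 445.6 ± 81.6 and *JAGGED* (*JAG*), which promotes growth of the lamina, at 238.5 ± 91.9 to *AGO7* at 23.1 ± 9.13. Of 5 trichome genes all were above the bound, with *TRIPTYCHON* (*TRY*) at 50.6 ± 25.7.

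Of 4 genes of stomatal development, 3 were above the bound in both arrays. *SPEECHLESS* (*SPCH*), which starts the stomatal lineage, had a signal of 342.3 ± 137.7 and *FAMA* (*FMA*), which acts in guard cells, one of 36.6 ± 3.50. The third was *STOMAGEN* at 492.6 ± 193.8, which is counted here without being a marker of lineage cells. *MUTE* was at 15.2 in replicate 1 and at 3.92 in replicate 2, below the bound there.

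Nuclear photosynthesis genes were above background in the dissected margins too. How much tissue other than the small marginal cells this strip held was not measured. All 15 were above the bound, including the antenna gene *LHCB4.1* at 2909 ± 1136 and the Rubisco activase gene *RCA* at 2442 ± 630.0, and *LHCB4.3* at 61.6 ± 12.0. Of the 15, 14 were higher in replicate 2, and the median ratio of replicate 2 over replicate 1 across all 15 was 1.45-fold, or 1.01-fold after quantile normalization. The 33 plastid-encoded photosynthesis genes all had a higher signal in replicate 2. Of these, 9 were not above the bound in replicate 1, and with signals below the higher bound of the arrays set to it, 30 were higher in replicate 2 and the median log2 ratio was 2.23. Of 6 leaf ageing genes 3 were above the bound in both arrays, namely *YLS5* at 111.9 ± 3.33, *WRKY53* at 48.3 ± 1.53 and *SAG101* at 32.5 ± 6.12, and *AtS40-3* was below it in both at 2.28 ± 0.252. The count of ageing genes was 5 in replicate 1 alone and 5 with a bound without the root genes, and it was 1 with the median of all probe sets or the *B. subtilis* controls as the bound.

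**Figure D1:**
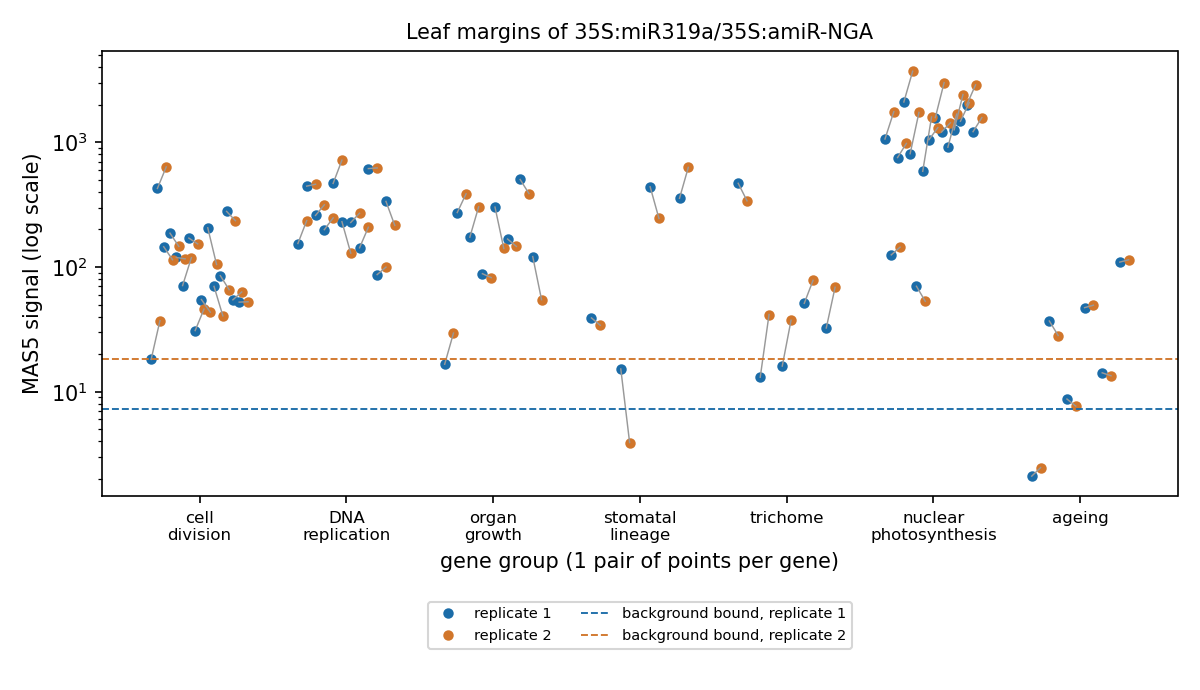
MAS5 signal (log axis) of each measured gene of 7 groups in leaf margins of *35S:miR319a/35S:amiR-NGA*, with 1 pair of joined points per gene (replicate 1 blue, replicate 2 orange) and dashed lines at the background bound of each array, 7.21 and 18.3. All cell division, replication, organ growth, trichome and nuclear photosynthesis genes lie above the line of their array, and *MUTE* and 3 ageing genes do not in replicate 2.

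The median log2 signal of each list was set among 10000 random lists of as many named genes. The mean of the arrays lay at percentile 92.5 for cell division, 99.9 for DNA replication, 99.0 for organ growth and 100 for nuclear photosynthesis. It lay at 86.1 for stomatal, 58.0 for trichome and 34.1 for ageing genes. With random lists from all probe sets, a setting chosen after seeing the data, cell division lay at percentile 83.0. These percentiles describe these arrays and are no test of a change. Probe sets differ in brightness, so a position in this order is not a measure of transcript number, and with a bound from the *B. subtilis* control probe sets 8 of the 15 cell division genes and 2 of the 5 trichome genes were above background. The DDI itself was not recomputed, since the samples that calibrate its markers were not used here. The paper applied that index to the expression profile of these margins and reads their maturity from its comparison with leaf primordia in Figure 1J.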

The index of dissected, older *35S:miR319a/35S:amiR-NGA* leaf margins clearly matches that of initiating primordia (Figure 1J). This result is further supported by the expression of markers that highlight continued cell division, distinguishing epidermal nuclei (*ATML1:H2B-mYFP*), epidermal plasma membrane (*ATML1:mCitrine-RCI2A*), general cell division (*CYCB1;1:GFP*), initiating trichomes (highlighted by *GL2:GFP*) and stomatal lineage proliferation (*TMM:GUS-GFP*) (Figure 1K,L, Figure 1—figure supplement 7), which demonstrate ongoing leaf-primordium-like activity at the leaf margins. In initiating wild-type leaves, auxin flux, marked by PINFORMED1 (PIN1) expression, converges at the distal tip and at serrations, where it inwardly canalizes leaf vascular development, before becoming restricted to proximal margins of older leaves (Bilsborough et al., 2011; Scarpella et al., 2006). Compared to wild-type leaves, in both *35S:amiR-NGA* and *35S:miR319a* individual knockdown leaves auxin flux persists longer at distal leaf margins. Strikingly, in the *35S:miR319a/35S:amiR-NGA* combined knockdown leaves, auxin flux continues around the entire leaf margin (Figure 1O, Figure 1—figure supplement 9). Auxin canalization and ongoing *de novo* vasculature morphogenesis at these margins is marked by expression of the provascular makers *ATHB8* and *MONOPTEROS* (*MP*) (Figure 1M–N, Figure 1—figure supplements 7 and 10). Paralleling marginal auxin flux, the organ marginal markers *PRS and WOX1* are transiently expressed in initiating wild-type leaves before becoming proximally restricted. When NGA or CIN-TCP activities are reduced, *PRS and WOX1* distal expression persists in older leaves whereas in the combined loss in *35S:miR319a/35S:amiR-NGA* leaves *PRS* and *WOX1* expression occurs in an uninterrupted marginal band, again suggesting that these margins retain meristematic properties equivalent to initiating leaf primordia (Figure 1P, Figure 1—figure supplements 11 and 12).

That expression of *miR319a-amiR-NGA* under control of the *PRS* regulatory sequences results in indeterminate margins confirms that marginal loss of NGA and CIN-TCP activity is sufficient to allow the maintenance of these meristematic characteristics (Figure 1—figure supplement 13). Notably the lamina away from the margins of *PRS*>>*miR319a-amiR-NGA* is thinner and more wild-type in appearance than that of *35S:miR319a/35S:amiR-NGA* leaves suggesting that the broader, non-marginal expression of the *NGA*s and *CIN-TCP*s may reflect an activity in regulating cell expansion that remains functional in *PRS*>>*miR319a-amiR-NGA* leaves (Figure 1—figure supplement 8 and Figure 1—figure supplement 13).

The extended maintenance of primordium identity was also observed in the cotyledons of *35S:miR319a nga1,2,3,4* or *35S:miR319a/35S:amiR-NGA* plants, which continuously produce tissue with leaf characteristics including stellate trichome formation (Figure 1A, Figure 1—figure supplement 14). Changes in the expression pattern of the cell division marker *CYCB1;1:GFP* are apparent in the distal embryonic cotyledons while the respective expression of *ATML1:H2B-mYFP* and *MONOPTEROS* demonstrates the absence of the normal, marginal cell differentiation program and ectopic production of provascular strands implying an active marginal meristem similar to that observed in leaves (Figure 1—figure supplement 15). Notably there was no evidence for impaired dormancy of *35S:miR319a nga1,2,3,4* or *35S:miR319a/35S:amiR-NGA* seed suggesting that the seed-based program of imposed dormancy was as effective on this cotyledon marginal meristem as on the embryonic shoot and root meristems. After germination, cotyledons of *35S:miR319a nga1,2,3,4* or *35S:miR319a/35S:amiR-NGA* seedlings continue growth and express growth markers unlike wild-type (Figure 1—figure supplements 14 and 15). The floral organs of NGA and CIN-TCP compromised plants also exhibit prolonged marginal growth (Figure 1—figure supplement 3). Hence NGA and CIN-TCP redundantly suppress marginal growth in all aerial lateral organs.

Ongoing growth from the organ margin may be a consequence of ectopic activation of a SAM program. We surveyed the expression of genes that are expressed in the SAM but not in leaves of *Arabidopsis*, and no evidence was found for the expression of meristem genes including *SHOOT MERISTEMLESS* (*STM*), *WUSCHEL* (*WUS*) and *CLAVATA1/3* (*CLV1*/*3*) in indeterminate leaf margins of *35S:miR319a/35S:amiR-NGA* plants (Figure 2A–E). 

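*CLV3*, the ligand gene expressed in stem cells at the top of the SAM, was not above background in the indeterminate margins. Its MAS5 signal was 5.32 in replicate 1 and 1.69 in replicate 2, below the bound of 7.21 and 18.3 in these arrays. It lay in the range of the pollen, anther and root genes used as reference, which spanned 0.174 to 8.42 in replicate 1 and 0.796 to 20.4 in replicate 2. Under none of the alternatives run was *CLV3* above the bound in both arrays, although a bound without the root genes, 3.28 in replicate 1, placed it above background in that array alone. Of the 6 genes of Figure 2A it is the only one named here, and *STM*, *WUS*, *CLV1*, *KNAT1* and *KNAT2* were not analysed.

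Among 6 genes of shoot and floral meristems, their boundaries and embryogenesis, 4 were not above background in both arrays, and *CLV3* is counted again among these. The floral meristem gene *UFO* was at 0.724 and 2.53, the embryogenesis regulator *BBM* at 0.508 and 2.27, and the boundary gene *PUCHI* at 10.0 and 16.1, above the bound in replicate 1 alone. *LAS*, expressed at organ boundaries, was slightly above the bound at 15.1 and 23.0. *FD*, a partner of the flowering signal FT, was well above it at 118.5 and 57.2. Only *FD* remained above a bound drawn from the longer list of reference genes, and none did with that from the *B. subtilis* controls. The median of this list lay at percentile 6.62 among random lists of 6 named genes. The list is mixed and was drawn up after the annotation was seen, so it does not test whether a SAM program is absent.

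**Figure D2:**
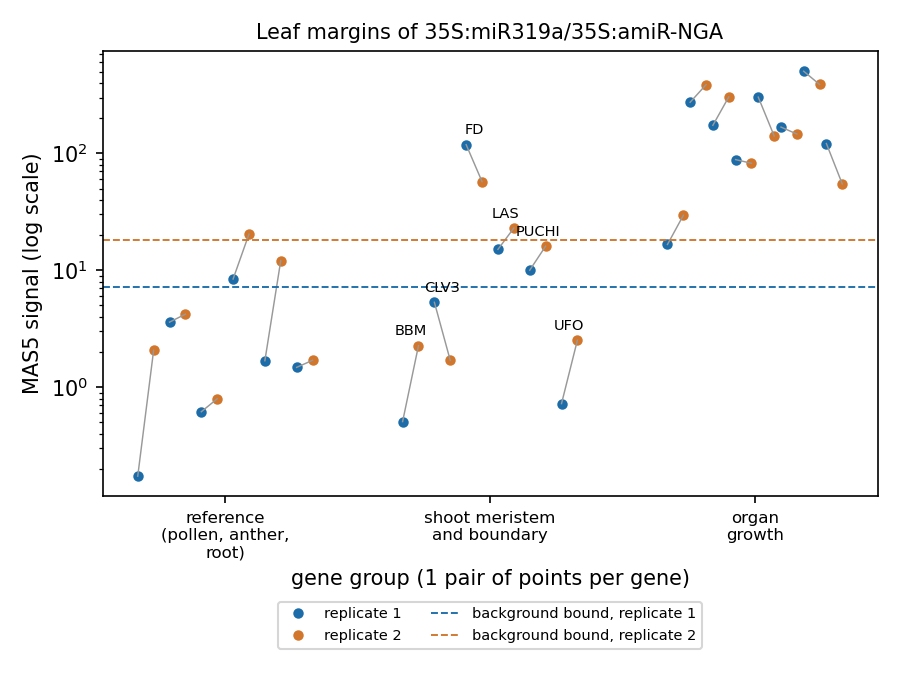
MAS5 signal (log axis) of the 6 reference genes, the 6 genes of shoot and floral meristems, boundaries and embryogenesis (named in the plot) and the 8 genes of lateral organ growth in leaf margins of *35S:miR319a/35S:amiR-NGA*, with 1 pair of joined points per gene for replicates 1 and 2 and dashed lines at the background bound of each array. *CLV3*, *UFO* and *BBM* lie below both lines and all 8 organ growth genes lie above the line of their array.

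The sorted cells of the inflorescence meristem that Figure 2A compares with these margins were not used here, so no difference from meristem cells was tested.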

In agreement, the *35S:miR319a-amiR-NGA* transgene conferred indeterminate growth of cotyledon and/or leaf margins in *stm-11 knat6-1 bp-9* triple and *wus-1* single mutants where SAM activity is respectively lost or disrupted (Figure 2F–L). Thus, continued marginal growth in *35S:miR319a-amiR-NGA* double knockdown leaves is not a consequence of secondarily acquiring characteristics of the indeterminate SAM, as for example in YABBY-compromised mutants (Sarojam et al., 2010).

**Figure 2.**
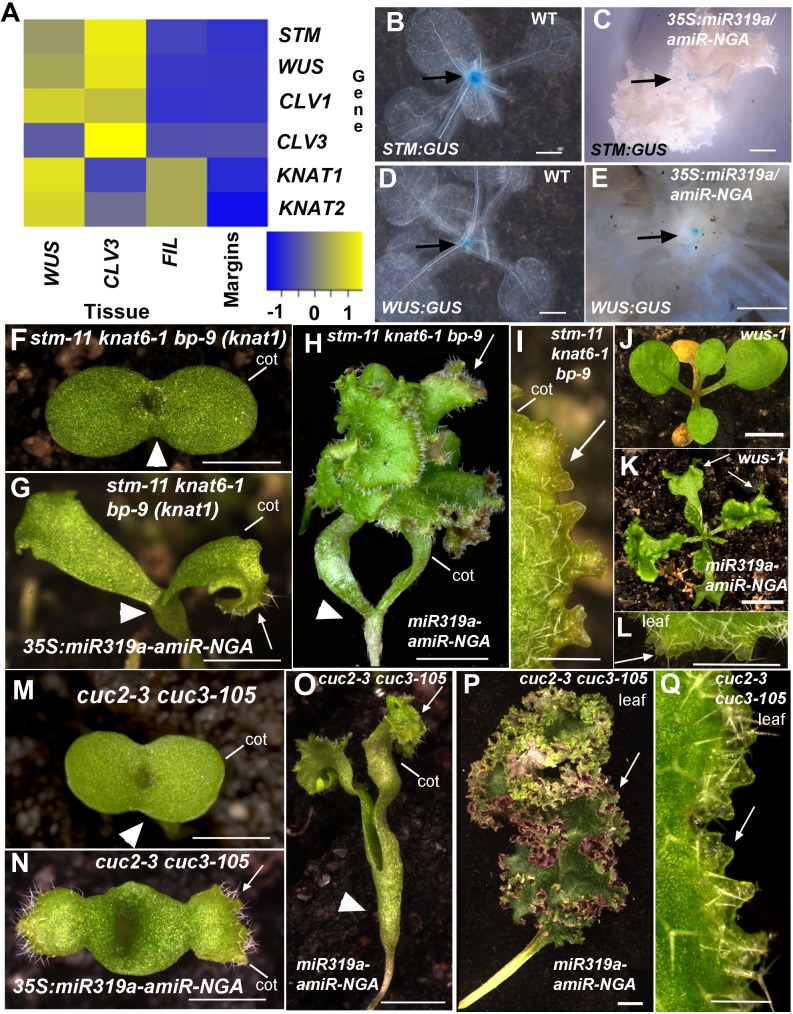
Regulators of SAM maintenance and leaf margin elaboration are dispensable for maintenance of the marginal leaf meristem. (**A**) Relative mRNA expression levels of meristem regulators in cells collected from apices and in indeterminate leaf margins. Levels of three class 1 KNOX genes, *STM*, *KNAT1* and *KNAT2*, as well as *WUS* and *CLV1*/*3* are shown. Levels were determined in sorted cells expressing *WUS* or *CLV3* (meristem-expressed) or *FIL* (expressed in developing organs) (see Materials and methods for details) and compared with those in *35S:miR319a/35S:amiR-NGA* indeterminate leaf margins (labeled as Margins). Heatmap color represents the row *Z*-score. (**B**, **C**) *STM:GUS* and (**D**, **E**) *WUS:GUS* expression (blue) is confined to the vegetative shoot meristem (arrows) both in wild-type and *35S:miR319a/35S:amiR-NGA* plants. (**F**–**I**) *stm-11 knat6-1 bp-9*, (**J**–**L**) *wus-1*, and (**M**-**Q**) *cuc2-3 cuc3-105* seedlings have a disrupted apical meristem. Arrowheads denote fused cotyledons. In the presence of the *35S:miR319a-amiR-NGA* transgene, cotyledons (**G, H, I, K, N, O**) and leaves (**K, L, P, Q**) grow indeterminately (arrows) in these mutants. Close-ups of the indeterminate margin are shown in **I, L**, **Q**. Leaves in **P** and **Q** are produced from a SAM that grows through fused *cuc2-3 cuc3-105* cotyledons such as those depicted in **O**. cot, cotyledon. Scale bars: **B**-**E**, **J**, **K**, 5 mm; **F**-**H**, **M**-**O**, 2 mm; **I**, **L**, **Q**, 0.5 mm; **P**, 1 cm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.023

**Figure 2—figure supplement 1.**
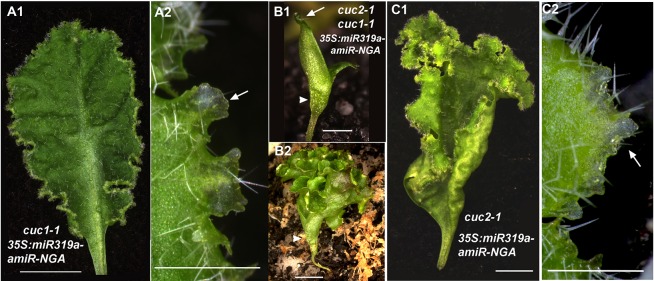
CUC activities are dispensable for indeterminate leaf margin growth. (**A1**, **A2**) A *cuc1-1 35S:miR319a-amiR-NGA* leaf with indeterminate margins. (**A2**) Close up of *cuc1-1 35S:miR319a-amiR-NGA* margins shows translucent, meristematic features of marginal cells (arrow). (**B1**, **B2**) *cuc2-1 cuc1-1 35S:miR319a-amiR-NGA* seedling with fused cotyledons and no shoot apical meristem. Cotyledon margin shows on-going marginal growth. (**B2**) Older *cuc2-1 cuc1-1 35S:miR319a-amiR-NGA* seedling illustrating the elaborated margin due to continued marginal growth. (**C1**) The margins of *cuc2-1 35S:miR319a-amiR-NGA* leaves maintain indeterminate growth. (**C2**) Close-up of the indeterminate margin of the *cuc2-1 35S:miR319a-amiR-NGA* leaf. Initiating trichomes and translucent tissue (arrow) are apparent. Scale bars: **A1**, **B2–C1**, 5 mm; **A2**, **B1**, **C2**, 1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.024

The NAC transcription factors *CUP-SHAPED COTYLEDON2* (*CUC2*) and *CUC3* are regulators of leaf margin shape in *Arabidopsis* and other angiosperm species, and ectopic activation of *CUC* genes promotes adventitious shoot formation (Blein et al., 2008; Aichinger et al., 2012; Hibara et al., 2003), suggesting that deregulation of *CUC* genes may account for the indeterminate growth phenotype. However, we found that the cotyledon and/or leaf margins continue to grow in *cuc2 cuc3* and *cuc1 cuc2* mutants expressing the *35S:miR319a-amiR-NGA* transgene. This indicates that continued margin growth is independent of CUC-mediated marginal elaboration (Figure 2M–Q, Figure 2—figure supplement 1).

Since lamina growth is an outcome of an interaction between adaxial and abaxial factors and involves the marginal leaf WOX genes (Nakata et al., 2012; Eshed et al., 2004), the role of polarity factors and WOX genes in maintaining continued marginal growth was investigated. The respective adaxial, marginal and abaxial genes *PHABULOSA* (*PHB*), *PRS* and *KANADI1* (*KAN1*) are expressed in young, wild-type leaf primordia before diminishing in a basipetal fashion (Figure 3A,C,E,G–H, Figure 3—figure supplement 1). At the margins of *35S:miR319a/35S:amiR-NGA* leaves, *PHB*, *PRS* and *KAN1* gene expression continues indefinitely, with spatial relationships maintained, implying that in older leaves with reduced CIN-TCP and NGA activities, the collective interplay among these genes is sustained as established in initiating wild-type leaf primordia (Figure 3A–H, Figure 1—figure supplement 11, Figure 3—figure supplement 1). To test whether adaxial/abaxial tissue polarity and associated WOX activities are required for marginal leaf growth we examined the effects of mutations in these genes on indeterminate marginal growth. Semi-dominant *PHB* alleles produce two leaf types on the same plant: partially radialized leaves with distal lamina and completely radialized (adaxialized) leaves (Figure 3I). In *35S:miR319a/35S:amiR-NGA phb-1d/+* plants, leaves with distal lamina exhibited ectopic marginal growth while radialized leaves did not, demonstrating that ongoing marginal growth first requires the juxtaposition of polarity factors (Figure 3J, Figure 3—figure supplement 2). *PRS* and *WOX1* redundantly promote growth as an output of the abaxial/adaxial polarity program (Nakata et al., 2012). The combined loss of NGA and CIN-TCP activities in *35S:miR319a/35S:amiR-NGA* plants results in both *PRS* and *WOX1* expression occurring as an uninterrupted marginal band in older leaves (Figure 1P, Figure 1—figure supplements 11 and 12). Notably, *prs wox1* double mutants suppressed the indeterminate marginal growth in *35S:miR319a/35S:amiR-NGA* plants (Figure 3K–L, Figure 3—figure supplement 3). Hence the ongoing leaf margin growth is dependent on both the polarity program and the leaf-specific *WOX* genes.

**Figure 3.**
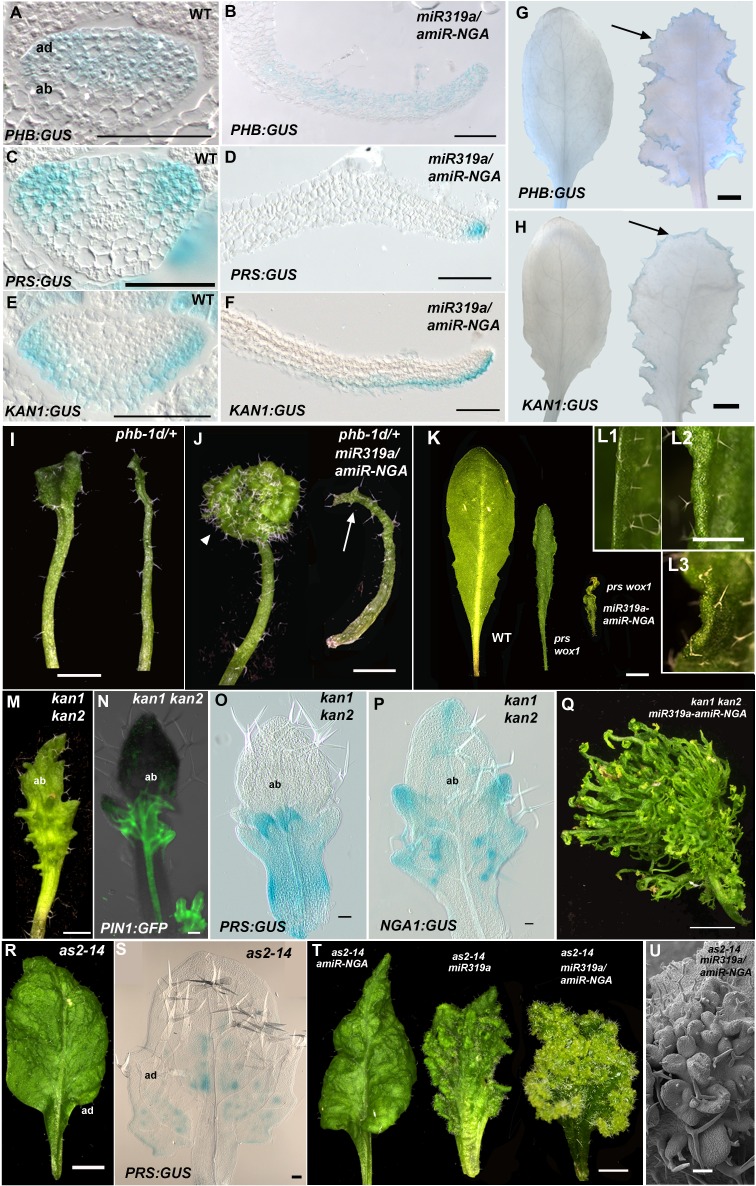
Marginal meristem activity requires juxtaposition of adaxial/abaxial polarity factors. (**A**–**F**) Adaxial *PHB:GUS* (**A**, **B**), central *PRS:GUS* (**C, D**) and abaxial *KAN1:GUS* (**E**, **F**) expression domains (blue) in transverse sections with abaxial sides facing upward. Young wild-type leaf primordia (**A**, **C**, **E**) and older *35S:miR319a/35S:amiR-NGA* leaf margins (**B**, **D**, **F**) are shown. (**G**–**H**) *PHB:GUS* (**G**) and *KAN1:GUS* (**H**) in whole wild-type (left) and *35S:miR319a/35S:amiR-NGA* (right) leaves. Arrows denote continued expression. (**I**) Completely (right) and partially (left) radialized leaves of *phb-1d*/+ mutants. (**J**) *phb-1d* /+ *35S:miR319a/35S:amiR-NGA* leaves. The distal lamina exhibits continual marginal growth (arrowhead) whereas a radialized leaf lacks such growth (arrow). (**K**) Wild-type, *prs wox1,* and *prs wox1 35S:miR319a-amiR-NGA* leaves at equivalent age. (**L**) Close-ups of differentiated leaf margins of wild-type (**L1**), *prs wox1* (**L2**) and *prs wox1 35S:miR319a-amiR-NGA* (**L3**; compare with the indeterminate leaf margin in Figure 1C). (**M**–**P**) *kan1 kan2* leaves showing abaxial outgrowths (**M**), and ectopic expression of *PIN1:PIN1-GFP* (**N**), *PRS:GUS* (**O**) and *NGA1:GUS* (**P**) associated with abaxial outgrowths. (**Q**) A *kan1 kan2 35S:miR319a-amiR-NGA* leaf showing proliferative tissue outgrowth. (**R**, **S**) *as2-14* leaves showing ectopic, adaxial *PRS:GUS* expression (**S**). (**T**) From left to right shown are *as2-14 35S:amiR-NGA*, *as2-14 35S:miR319a*, *as2-14 35S:miR319a/35S:amiR-NGA* leaves with increasing adaxial outgrowths. (**U**) Close-up of the adaxial surface of *as2-14 35S:miR319a/35S:amiR-NGA* leaf. ad/ab, adaxial and abaxial leaf sides. Scale bars: **G**–**J**, **M**, 2 mm; **L**, 1 mm; **K**, **Q**, **R**, **T**, 5 mm; 50 μm in other panels. **DOI:** http://dx.doi.org/10.7554/eLife.15023.025

**Figure 3—figure supplement 1.**
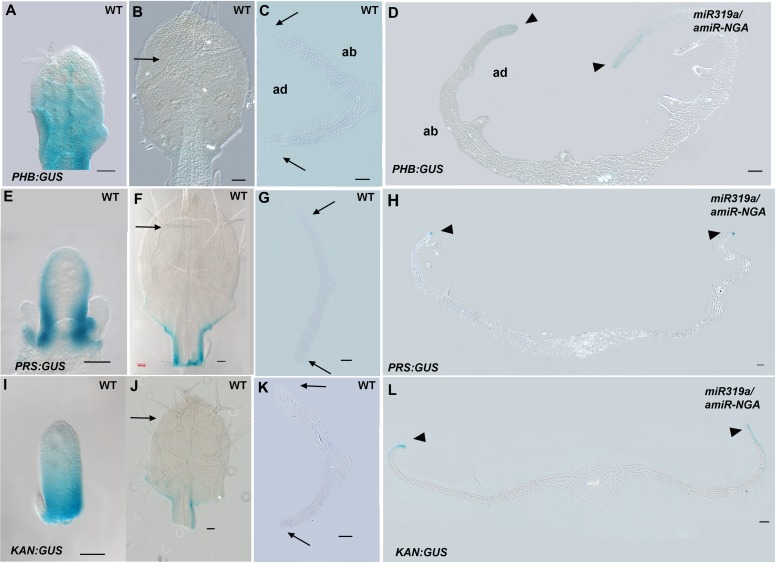
Expression of adaxial/abaxial polarity and central WOX genes is maintained at the leaf margins when CIN-TCP and NGATHA gene activities are reduced. (**A**-**D**) *PHB:GUS* expression (blue) in wild-type (**A**–**C**) and *35S:miR319a/35S:amiR-NGA* (**D**) leaves. (**A**) In young wild-type leaves adaxial *PHB:GUS* expression diminishes in the distal region. (**B**) In older leaves *PHB:GUS* expression is not apparent (arrow) except for faint expression in the base of the leaf. (**C**) *PHB:GUS* expression in a leaf of equivalent age to the one presented in (**B**) in transverse section. No expression is detected at the margins (arrows) or elsewhere in the leaf. (**D**) In older, larger *35S:miR319a/35S:amiR-NGA* leaves *PHB:GUS* expression is detected adaxially at the margins (arrowheads; see Figure 3B for detail). (**E**-**H**) *PRS:GUS* expression (blue) in wild-type (**E**–**G**) and *35S:miR319a/35S:amiR-NGA* (**H**) leaves. (**E**) In early wild-type leaves *PRS:GUS* expression starts to diminish at the distal leaf margin. (**F**) In older leaves *PRS:GUS* expression is absent from the distal region (arrow). (**G**) Transverse section of a leaf of equivalent age to that in (**F**). The margin (arrows) shows no evidence of *PRS:GUS* expression. (**H**) Transverse section of an older, larger *35S:miR319a/35S:amiR-NGA* leaf shows ongoing marginal *PRS:GUS* expression (arrowheads; see Figure 3D for detail). (**I**–**L**) *KAN1:GUS* expression (blue) in wild-type (**I**–**K**) and *35S:miR319a/35S:amiR-NGA* (**L**) leaves. (**I**) As young leaf primordia grow, *KAN1:GUS* expression diminishes distally. (**J**) In older leaves *KAN1:GUS* expression cannot be detected in the upper part of the leaf (arrow). (**K**) Transverse section of a leaf of equivalent age to that in (**K**) shows no evidence of *KAN1:GUS* expression at the margin (arrows). (**L**) Transverse section of an older, larger *35S:miR319a/35S:amiR-NGA* leaf shows abaxial *KAN1:GUS* expression at the margins (arrowheads; see Figure 3F for detail). ad-adaxial. ab-abaxial. Scale bars: **A**–**L**, 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.026

**Figure 3—figure supplement 2.**
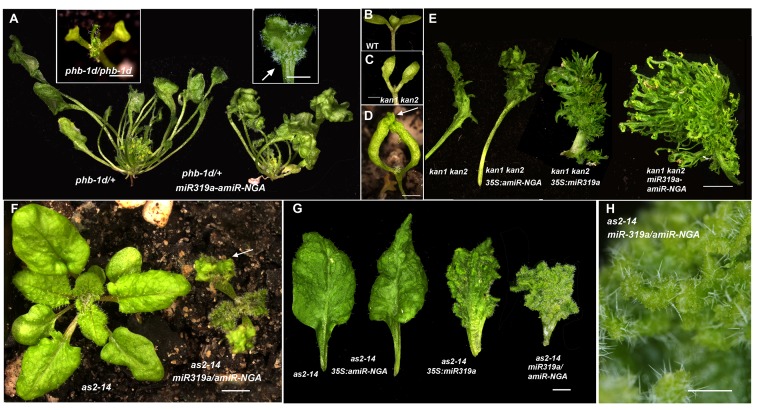
Adaxial/abaxial polarity factors are necessary for and spatially define the marginal meristem, which is suppressed by CIN-TCP and NGATHA gene activities. (**A**) *phb-1d*/+ and *phb-1d* /+ *35S:miR319a-amiR-NGA* plants. *phb-1d*/*+* plants show varied leaf phenotypes, and most dramatically affected leaves are completely adaxialized and radialized lacking lamina as can occur in *phb-1d/phb-1d* homozygotes where all lateral organs are radialized and small (left inset). In *phb-1d* /+ *35 S:miR319a-amiR-NGA* leaves where lamina is present, marginal indeterminate growth and abaxial lamina proliferation occur (arrow; right inset). (**B**) Wild-type seedling showing flat cotyledons. (**C**) *kanadi1-2 kanadi2-1* (*kan1 kan2*) seedling illustrating upwardly curved cotyledons with abaxial ridges. (**D**) *kan1 kan2 35S:miR319a-amiR-NGA* seedling. Note the pronounced abaxial outgrowths from the cotyledon tips (arrow). (**E**) Representative leaves of *kan1 kan2, kan1 kan2 35S:amiR-NGA*, *kan1 kan2 35S:miR319a* and *kan1 kan2 35S:miR319a-amiR-NGA* from left to right showing the progressive increase in abaxial outgrowth proliferation. (**F**) *as2-14* (left) and *as2-14 35S:miR319a/35S:amiR-NGA* (right) plants of equivalent age. The cotyledons of the *as2-14 35S:miR319a/35S:amiR-NGA* plants have extensive adaxial outgrowths (arrow). (**G**) Representative leaves of *as2-14* and *as2-14* in combination with the transgene *35S:amiR-NGA*, *35S:miR319a* and *35S:miR319a/35S:amiR-NGA. as2-14* mutant leaves have a slightly uneven adaxial surface. The surface curvature phenotype is enhanced in *as2-14 35S:amiR-NGA* leaves. Adaxial outgrowths develop on *as2-14 35S:miR319a* leaves. In *as2-14 35S:miR319a/35S:amiR-NGA* leaves tissue proliferates from the adaxial surface and grows indeterminately. (**H**) Close up of the adaxial surface of *as2-14 35S:miR319a/35S:amiR-NGA* leaf showing proliferating lamina tissue. Scale bars: **A**, **E**, **F**, **G**, 5 mm; inset in **A**, **B**–**D**, **H**, 1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.027

**Figure 3—figure supplement 3.**
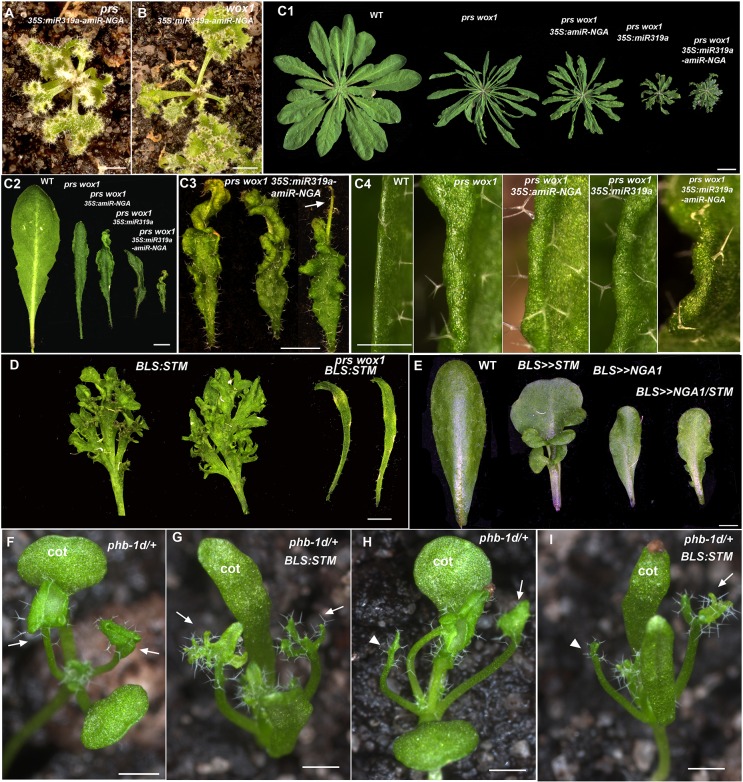
Changes in PRS/WOX1, NGATHA, or polarity factor activities affects leaf growth and morphologies. (**A**, **B**) *prs 35S:miR319a-amiR-NGA* (**A**) and *wox1 35S:miR319a-amiR-NGA* (**B**) plants showing indeterminate leaf margins. (**C1**–**C4**) Morphology of leaves and leaf margins in *prs wox1* double mutant plants with compromised NGA/CIN-TCP activities. (**C1**) Representative wild-type, *prs wox1*, *prs wox1 35S:amiR-NGA*, *prs wox1 35S:miR319a* and *prs wox1 35S:miR319a-amiR-NGA* plants. *prs wox1* plants have narrow leaves which are increasingly curled when combined with *miR319a-amiR-NGA* expression. No evidence of indeterminate growth is observed at margins of the *prs wox1 35S:miR319a-amiR-NGA* plant. (**C2**) Representative leaves of wild-type, *prs wox1*, *prs wox1 35S:amiR-NGA*, *prs wox1 35S:miR319a* and *prs wox1 35S:miR319a-amiR-NGA* plants. *prs wox1* is not completely epistatic to *35S:miR319a-amiR-NGA* as *35S:miR319a-amiR-NGA prs wox1* leaves are of smaller size, darker green and epinastic. However, continued leaf marginal growth is absent in *prs wox1 35S:miR319a-amiR-NGA* leaves. (**C3**) Close up of representative *prs wox1 35S:miR319a-amiR-NGA* leaves showing the curling phenotype and the lack of continued marginal growth. Some leaves are very thin at their distal region (arrow). (**C4**) The morphology of margins of wild-type, *prs wox1*, *prs wox1 35S:amiR-NGA*, *prs wox1 35S:miR319a* and *prs wox1 35S:miR319a-amiR-NGA* leaves. All leaf margins in the *prs wox1* background appear similar lacking ongoing proliferation. (**D**) The *prs wox1* background suppresses the dissected leaf phenotype caused by ectopic expression of a class 1 KNOX gene, *SHOOT MERISTEMLESS* (*STM*). Shown are two representative leaves detached from *BLS:STM* and *prs wox1 BLS:STM* plants at an equivalent age. Leaves of *BLS:STM* plants are highly dissected. In contrast, leaves are small and simple in *prs wox1 BLS:STM* plants. Plants shown here are in the Columbia background. (**E**) Leaf-specific expression of *NGA1* (*BLS>>NGA1*) suppresses the leaf complexity phenotype caused by ectopic *STM* expression (*BLS>>STM*). Concomitant expression of *NGA1* and *STM* by the *BLS:LhG4* driver in the transactivation system (*BLS>>NGA1/ STM*) results in simple leaves. Plants used in this analysis are in the L*er* background (Shani et al., 2009). (**F-I**) The radialized leaf phenotype of *phb-1d/+* suppresses the dissected leaf phenotype caused by ectopic expression of *STM*. (**F**) A *phb-1d/+* seedling where the first two leaves have lamina (arrows). (**G**) A *phb-1d/+ BLS:STM* seedling where the first leaves exhibit elaboration (arrows). (**H**) A *phb-1d/+* seedling where one of the first two leaves has lamina (arrow) while the other is radialized (arrowhead). (**I**) A *phb-1d/+ BLS:STM* seedling where one of the first two leaves exhibits elaboration (arrow) while the other is radialized (arrowhead). cot, cotyledon. All plants and leaves are shown with the adaxial side facing up. Scale bars: **A**, **B**, **C3**, **D**, **E**, 2 mm; **C1**, 1 cm; **C2**, 5 mm; **C4**, **F–I**, 1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.15023.028

To further characterize the relationships between the different leaf domains, we investigated weak polarity mutant backgrounds where ectopic sites of adaxial/abaxial juxtaposition lead to outgrowths, which have marginal identity, from the leaf lamina (Nakata et al., 2012; Wang et al., 2011; Eshed et al., 2004). The abaxial surfaces of developing *kan1 kan2* mutant leaves exhibit ectopic expression of *PIN1*, *PRS* and *NGA1* (Figure 3M–P). Reducing both NGA and CIN-TCP activity in the *kan1 kan2* background results in a striking proliferation of leaf tissue from the abaxial surface (Figure 3Q, Figure 3—figure supplement 2). Similarly, reducing NGA and CIN-TCP activities in mutants of the adaxial factor *ASYMMETRIC LEAVES2* (*AS2)*, where patches of ectopic, adaxial *PRS* expression are observed, resulted in adaxial lamina proliferation (Figure 3R–U, Figure 3—figure supplement 2). A shift in the marginal program with corresponding lamina outgrowths can also be achieved through direct manipulation of *WOX1* expression, such as ectopic abaxial expression of *WOX1* in *FIL:WOX1* plants (Figure 4A–C) (Nakata et al., 2012). Here, as in *kan1 kan2* mutant leaves, we detected *PIN1* and *NGA1* expression in the abaxial outgrowths.

**Figure 4.**
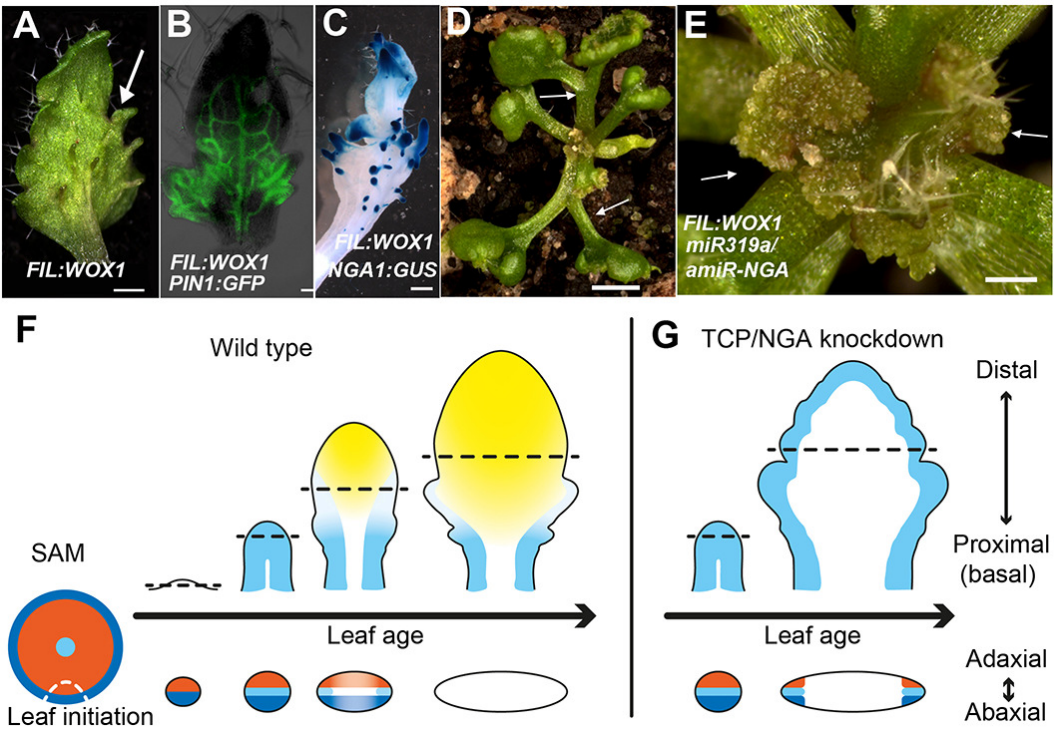
Dynamic restriction of the leaf meristem. (**A**–**C**) *FIL:WOX1* leaf with developing abaxial outgrowths (arrow in **A**). These outgrowths show prolonged *PIN1:PIN1-GFP* (**B**) and *NGA1:GUS* (**C**) expression. (**D, E**) In *FIL:WOX1 35S:miR319a/35S:amiR-NGA* first leaves show occasional bifurcation (arrows in **D**) and later emerging leaves are highly proliferative (arrows in **E**) in the distal domain. (**F**, **G**) Scheme depicting developing wild-type (**F**) and CIN-TCP/NGA compromised (**G**) leaves shown from a proximo-distal perspective (above horizontal arrows) and abaxial-adaxial perspective captured at the dashed-line (below horizontal arrows). Leaves are physically and evolutionarily derived from shoot apical meristems (SAM; left most cartoon in **F**). The SAM is radially patterned with external (blue), internal (red) and central WOX (aqua) domains. In wild-type leaf primordia (**F**) the pre-pattern at the SAM (white dash line) is converted into juxtaposed abaxial and adaxial domains directing WOX activation in an intervening domain. Feedback between these three domains stabilizes the leaf meristem, promotes lamina growth and maintains pluripotency (Nakata and Okada, 2012) before meristem activity is restricted to the proximal marginal domains by CIN-TCP/NGA activities (yellow), permitting prolonged growth only at the proximal region of the leaf. In leaves where CIN-TCP/NGA activities are reduced (**G**), meristem activity is maintained at all margins in a pattern reminiscent of initiating leaf primordia. Scale bars: **A**, **C**, **D**, 2 mm; **E**, 1 mm; 50 μm in **B**. **DOI:** http://dx.doi.org/10.7554/eLife.15023.029

The indeterminate cell proliferation and patterning of the leaf margin in *35S:miR319a/35S:amiR-NGA* plants suggests it is self-organizing, a property of meristems, consistent with results demonstrating positive and negative feedbacks between *PRS/WOX1* and adaxial/abaxial polarity factors (Nakata and Okada, 2012). The lack of marginal growth in radialized *phb-1d/+* organs and its ectopic placement at discrete positions of the lamina when the adaxial/abaxial patterning is compromised argues for a major role of the polarity factors in marginal positioning of a leaf meristem that requires the intervening activity of WOX genes. In turn, a negative feedback loop between the marginally restricted meristem and NGA/CIN-TCP activities may lead to the ephemeral nature of this meristem. In agreement, leaves of *FIL:WOX1* that are likely relieved from such feedback regulation, maintained a highly meristematic nature and failed to differentiate and expand when NGA and CIN-TCP activities were jointly reduced (Figure 4D,E).

## Discussion

The observation that loss of NGAs and CIN-TCPs results in indeterminate leaf margins suggests that the early wild-type leaf primordium has a meristem that acts during a brief developmental window and that is gradually restricted spatially (Figure 4F–G). This interpretation is consistent with classical morphological and anatomical studies in which the definition of the marginal meristem was extended to include the entire meristematic leaf primordium at very early stages of leaf development (Hagemann, 1970). If a leaf primoridum is damaged or bifurcated at this stage, nearly complete regeneration of normal leaf morphology is possible (Goebel, 1902; Figdor, 1906; Snow and Snow, 1941; Sachs, 1969). Subsequently, as the meristematic regions become restricted to the margins or portions of the margins, damage or bifurcation of the leaf primordium results in progressively more limited regenerative capacity (Snow and Snow, 1941; Sachs, 1969; Figdor, 1926). *Arabidopsis* leaves are argued to possess a basal meristem that remains transiently active after leaf initiation before transitioning to petiole development — a process regulated by the *BLADE-ON-PETIOLE* (*BOP*) genes (Hepworth et al., 2005; Ichihashi et al., 2011; Kuchen et al., 2012; Laux et al., 1996). Our observations are consistent with early distal expression of CIN-TCP and NGA genes repressing the meristem distally, but the lack of early proximal expression allows marginal persistence of the leaf meristem at the leaf base, as reflected by *PRS* expression dynamics and leaf marginal cell differentiation along the proximo-distal axis (Nakata et al., 2012) (Figure 1P, Figure 1—figure supplements 6 and 8).

Whereas *Arabidopsis* leaves differentiate from tip to base, leaf differentiation in some other angiosperm species can proceed from base to tip (Trécul 1853; Ikeuchi et al., 2013). We thus speculate that variations in lateral organ growth within an individual and among species reflect differential maintenance of meristem activity along the marginal and proximo-distal axes. Remarkable diversity in leaf shape can arise from growth variation along the margin including leaf lobing. Lobe formation in many species relies on leaf-specific activity of class 1 KNOX (KNOX1) genes, which the simple leaves of *Arabidopsis* lack (Piazza et al., 2010). However, lobes can be mimicked by ectopic KNOX1 expression in *Arabidopsis* leaves. The radialized leaves of *phb-1d/+* plants, a *prs wox1* background and *NGA1* over-expression, all suppresses the KNOX1-induced lobing phenotype, indicating that an active marginal meristem is a prerequisite to respond to KNOX1 activity (Figure 3—figure supplement 3). Thus modulation in the marginal restriction of meristem activities can contribute to leaf shape diversity.

Cotyledons and floral organs are viewed as modified leaves. In *Arabidopsis*, lack of a basally restricted meristem may distinguish them from leaves in their response to reduced CIN-TCPs and NGA activity. In these organs, additional growth is confined to the distal region whereas in leaves the entire margin is affected (Figure 1A–B, Figure 1—figure supplements 3, 14 and 15). The observation that leaf tissue grows from cotyledon tips suggests a brief activity of a marginal meristem in cotyledons. Prolongation of the marginal meristem activity likely uncouples growth from the embryonic cotyledon program, and therefore, cotyledons continue to grow the same way as leaves.

How can our observations of a potential continuing meristematic activity at leaf margins be reconciled with classical concepts of marginal and plate meristems in leaves and with the denial of their existence based on mitotic indices and sector analyses? Seed plant leaves evolved from ancestral shoot systems; thus, the shoot apical meristem (SAM) may provide an analogy, or perhaps homology (Floyd and Bowman, 2010). The seed plant SAM exhibits two distinct organizational features. Firstly, SAMs feature a tunica-corpus structure in which cell divisions in the tunica are almost exclusively anticlinal (Schmidt, 1924). Secondly, the seed plant SAM exhibits cytohistological zonation that is correlated with functional zonation (Foster, 1938). The central zone (CZ) exhibits low rates of mitoses and acts to supply cells to the peripheral zone (PZ) and rib zone (RZ) where mitotic activity is high, and organogenesis occurs (Steeves and Sussex, 1989). Consistent with these patterns of cell division, cell lineage analyses of the SAM reveals that the majority of sectors observed do not extend to include the SAM, but rather are presumed to originate in derivatives of the peripheral/rib zones (Dulieu, 1969; Jegla and Sussex, 1989; Furner and Pumfrey, 1992).

As with SAMs, leaf meristems can also be interpreted to consist of distinct organizational zones. Regions of low and high mitotic activity correspond to the classically defined ‘marginal’ and ‘plate’ meristems (Foster, 1936; Avery, 1933; Schüepp, 1926; Maksymowych and Wochok, 1969; Maksymowych and Erickson, 1960; Fuchs, 1966; Thomasson, 1970; Dubuc-Lebreux and Sattler, 1981; Jéune, 1981). Consistent with these mitotic indices, cell lineage analyses reveal that the majority of sectors produced in developing leaves are derived from regions internal to the margins (Dulieu, 1968; Poethig and Sussex, 1985; Dolan and Poethig, 1998). While marginal activity of the leaf meristem in wild-type *Arabidopsis* may be brief, we show here that when extended, cells generated at the margins are displaced towards the center of the leaf, displaying a maturation gradient, similar to the PZ and RZ cells displaced from the CZ of the SAM.

The CZ of the SAM is characterized by the expression of a WOX gene, *WUSCHEL* (Mayer et al., 1998). Loss-of-function *WUS* alleles generate a functional SAM, but the CZ fails to be maintained, leading to the eventual depletion of cells in the active PZ and RZ (Laux et al., 1996). Similarly, the leaf meristem exhibits WOX gene expression, whose function is required for continued leaf growth, but leaves can initiate and grow for a while without marginal WOX expression (Nakata et al., 2012; Vandenbussche et al., 2009). The SAM features a tunica-corpus structure in which cell divisions in the tunica are almost exclusively anticlinal ([Schmidt, 1924] and others). As with the SAM, the leaf marginal domain is also organized into epidermal and sub-epidermal layers. Analysis of periclinal chimeras revealed that the epidermal layers of the leaf are clonally related, whereas the mesophyll and vascular bundles are derived from subepidermal layers ([Foster, 1936; Avery, 1933; Baur, 1909] and references therein). The lack of differentiation of leaf marginal cells in *35S:miR319a/35S:amiR-NGA* plants is consistent with these cells remaining meristematic.

Our results are largely consistent with classical views of leaf development — that the leaf primordium is broadly meristematic at its inception, and that meristematic potential is subsequently restricted to the marginal regions (Foster, 1936; Hagemann and Gleissberg, 1996; Jéune, 1981; Sachs, 1969). In our view, the marginal and plate meristems represent two zones of a leaf meristem, analogous, or perhaps homologous, to the central and peripheral zones of the SAM.

We suggest that the marginal restriction of the leaf meristem is in part maintained and guided by the same adaxial and abaxial factors that function in shoot and cambial meristems, and all three meristems are maintained by the activity of different *WOX* paralogs, suggesting the repeated use of a molecular module (Figure 4F) (Aichinger et al., 2012). Sharing of genetic modules implies either common descent or co-option of modules to pattern novel structures. Since seed plant leaves evolved from ancestral shoot systems, common descent is plausible. In this scenario, the leaf meristem module has been modified from an ancestral shoot meristem module to include the leaf-specific *WOX1 and PRS* paralogs (Lin et al., 2013; Nardmann and Werr, 2013) that arose in a common ancestor of seed plants. Additional regulators such as the *YABBY* genes, which are instrumental in lamina growth and restrict activity of SAM factors (Sarojam et al., 2010), and later acting factors limiting leaf meristem activity (i.e., CIN-TCP and NGA) were integrated into the leaf program. Growth suppressors modulating leaf meristem activity were recruited from genes of both ancient and recent origins — *CIN-TCP* genes are present in all land plants (Navaud et al., 2007) whereas *NGA* genes evolved recently, perhaps within seed plants (Alvarez et al., 2009). Thus the leaf marginal meristem genetic program may have been derived via elaboration of an ancestral shoot program, reflecting the derivation of the leaf from a modified shoot. The identification of such genetic framework provides a unification of how the entire seed plant shoot system is built from apical, vascular, cambial, and leaf meristems that are mechanistically similar. The evolution of seed plant leaves from an ancestral shoot system can be interpreted as evolving via the recruitment of regulatory mechanisms to suppress the morphogenetic potential of the leaf meristem.

## Materials and methods

### Plant material and growth conditions

For leaf analyses plants were grown under short-day conditions (10 hr light) at 20°C for 15 to 20 days.

A number of lines for genetic and image analyses were generously provided for use in this study. The *cuc2-3 cuc3-105* lines were provided by Masao Tasaka (Hibara et al., 2006). The *prs wox1* lines were a gift from Tom Gerats (Vandenbussche et al., 2009). *TMM:GUS-GFP* line was provided by Fred Sack (Nadeau and Sack, 2002). The *ATML1:mCitrine-RCI2A* and *ATML1:H2B-mYFP* were a gift from Adrienne Roeder (Roeder et al., 2010). John Celenza and Peter Doerner provided the *CycB1;1::CycB1;1-GUS* and *CycB1;1::CycB1;1-GFP* marker lines. The *PIN1:PIN1-GFP* and *DR5:GFP* were supplied by Jiří Friml (Friml et al., 2003). *GL2::ERGFP:NOS* was provided by Philip Benfey and Ji-Young Lee (Lee et al., 2006). *ATHB8:GUS* was obtained from the *Arabidopsis Biological Resource Center* (*ABRC*), Ohio State University, USA. The *MONOPTEROS/ARF5:GFP* line was gift from Dolf Weijers. The *NGA4:GUS* line is *nga4-1*, a Ds gene trap allele (SGTSET7056) (Alvarez et al., 2009). Similarly *PHB:GUS* is *phb-6*, a Ds gene trap allele (SGT4606) in the first exon of *PHB* (Hawker and Bowman, 2004). The *BLS:STM* and *BLS* promoter, transactivation line (BLS LacI^H17^-GAL4 (LhG4)) have been previously described (Shani et al., 2009; Furumizu et al., 2015; Lifschitz et al., 2006). The *BLS* promoter drives gene expression in young leaf primordia but not in younger, initiating leaf primordia.

### Histology and microscopy

For tissue sections and scanning electron microscopy (SEM), samples were immersed in 2% glutaraldehyde in 0.025 M sodium phosphate buffer (pH 6.8) and vacuum infiltrated for up to one hour. For sections, specimens were then washed, dehydrated in an ethanol series, and infiltrated and embedded in LR White resin. 2 µm-thick sections were cut, dried onto slides, and stained with toluidine blue. For SEM, glutaraldehyde-fixed tissues were further fixed in 1% OsO_4_ before dehydration through a graded ethanol series and critical point dried using liquid CO_2_. Specimens were coated with gold in an Eiko 1B.5 sputter coater and viewed using a Hitachi s570 scanning electron microscope.

For histochemical analysis of GUS activity, samples were infiltrated with GUS staining solution [0.2% (w/v) Triton X-100, 2 mM potassium ferricyanide, 2 mM potassium ferrocyanide, and 1.9 mM 5-bromo-4-chloro-3-indolyl-β-glucuronide in 50 mM sodium phosphate buffer, pH 7.0] and incubated at 37°C.

To prepare cleared samples, tissue was fixed overnight in 9:1 (v:v) ethanol:acetic acid at room temperature. After rehydration in a graded ethanol series, samples were rinsed with water and were cleared with chloral hydrate solution [1:8:2 (v:w:v) glycerol:chloral hydrate:water], dissected, and viewed.

Fluorescence was observed using a Zeiss Axioskop2 mot plus microscope using filter set 46 for YFP (excitation BP 500/20; beam splitter FT 515; emission BP 535/30), filter set 13 for GFP (excitation BP 470/20; beam splitter FT 495; emission BP 505–530), and filter set 43 HE (excitation BP 550/25; beam splitter FT 570; emission BP 605/70) or Semrock SpOr-B-000 filter set (excitation BP 543/22; beam splitter FT 562; emission BP 586/20) for RFP. Images were collected using AxioVision software individually or as part of a Z stack that included light field and DIC (differential interference contrast) images as well. Deconvolution processing was carried out for some images.

The color of the nail polish applied to cotyledon and leaves was digitally altered to accommodate red-green colourblind viewers.

### Plasmid construction and plant transformation

Overexpression of miR319a (35S:miR319a) was carried out using a 323 bp fragment of the miR319a encoding locus including 28 bp upstream and 92 bp downstream sequences of the annotated stem-loop structure. This was cloned downstream of the 35S promoter in pART7 or the array of the lac operator (OP) sequences in a BJ36-derivative plasmid for transactivation. The *35S:amiR-NGA* and OP*:amiR-NGA* constructs used to knockdown expression of all four NGA genes have been described previously (Alvarez et al., 2006). To create expression constructs of the *miR319a-amiR-NGA* di-miR (two miRNAs concatemerized for co-transcription), the 323 bp, *miR319a* encoding fragment was cloned 5’ of the 235 bp *amiR-NGA* gene downstream of the 35S promoter in pART7 or the array of the lac operator (OP) sequences in a BJ36-derived plasmid. Plants expressing two transgenes, *35S:amiR-NGA* and *35S:miR319a*, are labeled *miR319a/amiR-NGA* while those expressing the di-miR are labeled *miR319a-amiR-NGA*. A high proportion of plants expressing the *35S:miR319a-amiR-NGA* di-miR had a strong phenotype equivalent to F1 plants from a cross between selected, individual *35S:amiR-NGA* and *35S:miR319a* expressing lines with strong phenotypes.

To construct a GUS reporter line of *TCP4* (At3g15030), which is subject to the regulation by its endogenous miRNA, miR319, approximately 3.9 kb of the upstream sequence, which starts from the 3’ end of the annotated upstream gene (At3g15020) and ends before the *TCP4* start codon, was PCR amplified and TA cloned into pCRII (Invitrogen). An approximately 1.7 kb of fragment downstream of the *TCP4* stop codon, which extends into the annotated downstream gene (At3g15040), was cloned with the miR319a target site in *TCP4* built into the forward PCR primer. The two fragments were subsequently cloned contiguously into BJ36 plasmid to create a *TCP4* promoter cassette, and the *GUS* coding sequence was cloned between the 5’ and 3’ *TCP4* regulatory regions and upstream of the miR319 target site.

Similarly, to create a GUS reporter line of *TCP3* (At1g53230) subject to regulation by its endogenous miRNA, miR319, approximately 3.1 kb of the upstream sequence beginning from the 3’ end of the annotated upstream gene (At1g53240) transcript and ends before the TCP3 start codon was PCR-amplified and TA cloned into pCRII (Invitrogen). An approximately 2.2 kb of fragment downstream of the *TCP3* stop codon, which extends into the annotated downstream gene (At1g53220), was cloned with the miR319a target site in *TCP3* built into the forward PCR primer. The two fragments were subsequently cloned contiguously into BJ36 plasmid to create a *TCP3* promoter cassette, and the *GUS* coding sequence was cloned between the 5’ and 3’ *TCP3* regulatory regions and upstream of the miR319 target site.

For the GUS marker line of *WOX1* (At3g18010), a 2.3 kb fragment upstream from the start codon and a 3.8 kb fragment downstream of the stop codon were PCR amplified and TA cloned into pCRII. The two fragments were cloned contiguously into BJ36 plasmid, and the GUS coding sequence was cloned between the upstream and downstream regulatory regions.

The *PRS*/*WOX3* (At2g28610) promoter GUS line was created using a PCR fragment of a 6.3 kb sequence upstream of the *PRS*/*WOX3* start codon. The *PRS*/*WOX3* promoter was cloned upstream of the *GUS* coding region in the BJ36-derivative, pRITA.

The *KANADI1:GUS* reporter line was created by cloning the *GUS* encoding DNA fragment downstream of the *KANADI1* (At5g16560) promoter that consists of a 884 bp fragment of the conserved second intron fused to a 5.3 kb fragment upstream of *KANADI1*, which has been previously described (Efroni et al., 2008).

All constructs were subcloned into pMLBART or pART27 binary vector and were introduced into *Agrobacterium tumefaciens* strain GV3101 by electroporation. Transgenic lines were generated by Agrobacterium-mediated transformation, and transformants were selected on soil on the basis of resistance to the herbicide BASTA or kanamycin. Primers used to clone the different cDNAs and promoters are described in Supplementary file 1.

### Transcriptome analysis

RNA was extracted from tissue removed with scissors from the 0.5–1 mm marginal region of older *35S:miR319a/35S:amiR-NGA* leaves (older than that presented in Figure 1,D1, Figure 1—figure supplement 3,D1 using the Qiagen RNeasy plant mini kit. cDNA was synthesized and hybridized to Affymetrix ATH1 arrays according to the manufacturer’s recommendations in two biological replicates. The data have been uploaded to NCBI GEO, Series number: GSE78693 and GSE12691. Signal values were obtained and normalized using MAS5. Publicly available microarray data were obtained from GEO-OMNIBUS (GSE13596: cells isolated from various domains of the inflorescence meristem, GSE5630: dissected leaf 7 from wild-type 17-days-old plants [Schmid et al., 2005]), and normalized using MAS5. Digital Differentiation Index (DDI) analysis was carried out as in Efroni et al. (2008), using the same set of samples for marker calibration set. Analysis was done using R 2.7.2 (www.r-project.org) and Bioconductor 2.2 (www.bioconductor.org/).

## Additional files

Supplementary file 1. Primers used for PCR-mediated cloning. **DOI:** http://dx.doi.org/10.7554/eLife.15023.030

### Major datasets

The following dataset was generated:

Alvarez JP,Furumizu C,Eshed Y,Bowman J,2016,Leaf margins of indeterminate Arabidopsis leaves,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE78693,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE78693).

# Supplementary material for: Active suppression of a leaf meristem orchestrates determinate leaf growth
**Source:** eLife. 2016 Oct 6;5:e15023. doi: 10.7554/eLife.15023
**Supplement:** Supplementary file 1. — DOI: http://dx.doi.org/10.7554/eLife.15023.030

**Supplementary file 1.** **Primers used for PCR-mediated cloning.**

| Cloning primers | Sequence 5’ to 3’ |
| --- | --- |
| *PRS* promoter F | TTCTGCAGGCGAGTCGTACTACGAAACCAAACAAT |
| *PRS* promoter R | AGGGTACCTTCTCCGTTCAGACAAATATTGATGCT |
| *WOX1* promoter 5’ F | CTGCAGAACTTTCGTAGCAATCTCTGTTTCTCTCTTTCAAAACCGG |
| *WOX1* promoter 5’ R | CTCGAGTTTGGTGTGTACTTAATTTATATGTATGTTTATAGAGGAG |
| *WOX1* promoter 3’ F | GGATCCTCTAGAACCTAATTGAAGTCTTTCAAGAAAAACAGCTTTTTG |
| *WOX1* promoter 3’ R | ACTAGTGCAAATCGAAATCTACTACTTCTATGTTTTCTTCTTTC |
| *TCP4* promoter *5’ NotI* F | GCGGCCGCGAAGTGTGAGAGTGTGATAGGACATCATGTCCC |
| *TCP4* promoter *5’ XhoI* R | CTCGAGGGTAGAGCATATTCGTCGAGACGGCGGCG |
| *TCP4* promoter *3’* *miR319* target F | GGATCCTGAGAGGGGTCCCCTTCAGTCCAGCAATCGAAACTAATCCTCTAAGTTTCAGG |
| *TCP4* promoter *3’ NotI* R | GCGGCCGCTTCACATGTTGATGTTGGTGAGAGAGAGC |
| *TCP3* promoter 5’ *NotI* F | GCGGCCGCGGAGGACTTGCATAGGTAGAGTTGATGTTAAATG |
| *TCP3* promoter 5’ *XhoI/PstI* R | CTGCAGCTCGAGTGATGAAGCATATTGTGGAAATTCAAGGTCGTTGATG |
| *TCP3* promoter 3’ *mir319* target F | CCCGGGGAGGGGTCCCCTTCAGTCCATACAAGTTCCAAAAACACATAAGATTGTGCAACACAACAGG |
| *TCP3* promoter 3’ *NotI* R | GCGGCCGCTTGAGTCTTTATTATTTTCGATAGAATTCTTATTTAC |

How the deposited data were processed for this re-analysis (not part of the article)

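Leaf margins of *35S:miR319a/35S:amiR-NGA* plants were measured on 2 Affymetrix ATH1 arrays, 1 for each biological replicate, with biotin labelling of RNA that the labels describe as polyadenylated. The authors deposited 1 intensity per probe set on a linear scale, obtained and normalized with MAS5, and both arrays have a median of 50.0. The submitters' processing notes name R 2.7.2. The deposited table holds no detection calls, no raw probe values and no other group, so no effect of the genotype was tested and no p-value is given.

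The annotation used to name probe sets gives 1 gene for 13513 of the 22810 probe sets, several for 503 and none for 8794. Of those with 1 gene, 13436 were matched to RefSeq of the assembly TAIR10.1, used for names only. Each of the 13350 genes was represented by its probe set with the highest mean signal. No gene was named from a probe set of several genes. The median signal of the probe sets with 1 gene was 32.7 in replicate 1 and 35.8 in replicate 2, under the median of all probe sets, so random lists of named genes lie somewhat low.

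Before the data were examined, 31 gene lists with 236 entries were fixed, of which 32 entries in 18 lists were measured on probe sets of their own. Most of the others, including *STM*, *WUS* and the *TCP* genes that miR319 targets, are unnamed in the annotation used here, although the array measures them in the paper. *TCP11* of Figure 1—source data 4 was left out because RefSeq gives that name to another locus. For this reason 17 further lists were drawn up after the probe annotation was seen, from gene symbols, before the signals of their members were looked at, apart from genes that also stand in the first lists. The lists of plastid housekeeping and *ndh* genes were added after the signals of the plastid photosynthesis genes had been seen. From the flavonoid list *CHI* was removed after its value had been seen, because RefSeq describes it as a chitinase. The mitochondrial list was added after the values of *cox1* and *ccb452* had been seen. The genes named in the text are those the paper names or lists in Figure 1—source data 4, the members of the lists with examples by high and low mean signal, and the 10 genes with the largest ratio between the arrays among those above the bound in both. Further list members are named as examples of what a list holds, and these were chosen after their values were seen.

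The background bound of each array is the 95th percentile of the reference genes of seed, pollen and root. Of the 35 reference genes planned, 6 were measured, namely *MGH3*, *ANX1*, *ANX2*, AT5G07230, *EXPA7* and *EXPA18*, and none of them is a seed gene. A gene was counted as above background where its signal exceeded the bound in both arrays. Of the 13350 genes, 8027 (60.1%) did so. For lists of at least 3 measured genes, the median log2 signal was set among the medians of 10000 random lists of as many named genes. The median log2 ratio of replicate 2 over replicate 1 was set among 10000 random lists drawn from the same 20 classes of mean signal. No pseudocount was added. Both percentiles describe these arrays and are no tests. The random list procedure was tested on simulated data with the mean signals of these 13350 genes and the spread of their log2 ratios. A shift of 2 in log2 ratio placed 20 of 20 simulated lists of 15 genes above percentile 97.5, a shift of 0.5 placed 8 of 20 there, and no shift placed 0 of 20 there. For lists of 8 genes, no shift placed 1 of 20 there, and smaller lists were not simulated. The simulated genes varied independently, so the simulation does not cover lists whose members vary together.

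Alternatives fixed beforehand were a pseudocount of 16, other bounds and reference genes, quantile normalization, plain probe sets, the lowest probe set of a gene and each array alone. Those chosen after seeing the data were a bound from a longer list of 24 reference genes, a bound from 27 *B. subtilis* control probe sets, random lists from all probe sets, random lists without plastid-encoded genes, and ratios with signals below the higher of the bounds of the arrays set to it. The digital differentiation index and the heatmap of Figure 2A were left out, since they need other arrays that were not used here. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. With 2 arrays, each SD rests on 2 values.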

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

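Both results are signals of gene groups whose transcripts the paper does not report for these arrays, in data with no control samples, and the tests of signal scale and of growing tissue were chosen after the uncorrected ratios were seen. All 11 measured genes of DNA replication and histone H2B were above the background bound in both arrays, and their median lay at percentile 99.9 among random lists.

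All 15 measured nuclear photosynthesis and chlorophyll synthesis genes were above the bound in both arrays, with their median at percentile 100. The paper describes the small cells of the margin as lacking chlorophyll, which arrays do not measure. The RNA came from a strip of 0.5 to 1 mm, and how much tissue other than these cells it held was not measured. Of these genes, 14 were higher in replicate 2, and the median log2 ratio across all 15 was 0.53, at percentile 84.2 among lists matched on mean signal. A difference in signal scale between the arrays may account for this, since after quantile normalization the median log2 ratio was 0.0129 at percentile 38.4. However, quantile normalization makes the distributions of the arrays equal. It would also take away much of a true rise shared by the brightest genes, so this value does not tell such a rise from a difference in scale. Less growing tissue in replicate 2 cannot be told apart from no such change, because the 26 genes of cell division and replication had a median log2 ratio of -0.0024 after quantile normalization, with 13 of them higher in replicate 2. The lists went opposite ways, at -0.150 for cell division and 0.213 for replication. On this scale the photosynthesis genes, at 0.0129, left little rise to explain. The arrays hold 1 condition, and no biological explanation other than growing tissue was tested.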

How the results depend on the processing

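Signals of low probe sets limit the calls, since the bound rests on 6 reference genes and 2 arrays. *CLV3* was above the bound in both arrays under none of the alternatives, and the counts of DNA replication, nuclear photosynthesis, organ growth, stomatal and flavonoid genes stayed within 1.5 times of those reported under all of them. Dividing each array by its median changes nothing, as both medians are equal, and leaving out the seed genes changes nothing, as none was measured. The cause of the moves below was not tested.

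With the median of all probe sets as the bound, the count above background was 1 for *NGA*, plastid photosynthesis, plastid housekeeping, *ndh*, meristem and ageing genes, 2 for trichome, 4 for vascular, 3 for expansin and 0 for mitochondrial genes. The bound from the longer list gave 1 *NGA* gene, 1 meristem gene, 5 expansins, 4 plastid housekeeping genes, 2 *ndh* genes, and that from the *B. subtilis* controls 1 *NGA*, 8 cell division, 5 plastid photosynthesis, 2 plastid housekeeping, 1 *ndh*, 0 mitochondrial, 0 meristem, 3 auxin, 2 trichome, 4 vascular, 3 expansin and 1 ageing gene. The ratio of 3′ to 5′ signal of these controls was up to 51.5, and whether they measure background alone was not tested. Both of these bounds were chosen after seeing the data. Without the root genes the counts were 17 for auxin, 5 for ageing, 17 for plastid housekeeping and 12 for mitochondrial genes. Plastid housekeeping genes numbered 13 with the 90th percentile and 5 with the highest reference gene, and mitochondrial genes numbered 4 on plain probe sets. With each array alone the counts ranged from 9 to 14 for auxin, 3 to 5 for ageing and 8 to 20 for plastid housekeeping genes. Quantile normalization, the lowest probe set and leaving out the pollen genes moved no count by over 1.5 times.

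With random lists from all probe sets, chosen after seeing the data, the percentile was 83.0 for cell division, 97.0 for organ growth, 4.94 for auxin, 80.0 for stomatal, 59.2 for vascular, 13.4 for expansin and 90.9 for flavonoid genes. On plain probe sets it was 69.4 for vascular genes. Over the single arrays it ranged from 35.4 to 48.8 for *NGA*, 96.7 to 98.6 for organ growth, 4.63 to 11.8 for meristem and 68.9 to 69.1 for vascular genes, and the median signal of the members of all lists with the 10 genes of largest ratio from 16.3 to 56.6. The percentile ranged more widely for plastid photosynthesis (12.8 to 99.1), plastid housekeeping (1.24 to 100), *ndh* (16.2 to 48.7), mitochondrial (4.12 to 42.7) and trichome genes (49.9 to 69.7).

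The median log2 ratio of replicate 2 over replicate 1 under quantile normalization was -0.18 for the 3 photosynthesis genes of the planned list, 0.0129 for the longer one, 3.33 for plastid photosynthesis, 4.91 for plastid housekeeping, 1.06 for mitochondrial, -0.27 for auxin, -0.41 for expansin, -0.41 for ageing and -0.37 for flavonoid genes. With a pseudocount of 16 it was 2.21 for plastid photosynthesis, 3.86 for plastid housekeeping, 1.24 for *ndh*, 0.72 for mitochondrial and 0.74 for trichome genes, and without genes below the bound in both arrays 4.07 for plastid photosynthesis, 3.73 for *ndh* and 2.15 for mitochondrial genes. With signals below the higher bound set to it, chosen after seeing the data, it was 2.23 for plastid photosynthesis, 4.23 for plastid housekeeping, 0.94 for *ndh*, 0.81 for mitochondrial, -0.098 for stomatal and 0 for meristem genes. The SD of the log2 ratio was 0.500 with a pseudocount of 16 and 0.671 over probe sets above the bound. The planned photosynthesis list and the flavonoid list changed sign under quantile normalization, and both lay inside the range of matched lists. The mean signal of *PRL* was 626.7 after quantile normalization.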

Other observations

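Genes of other programs were seen in the margins that belong at no claim above. Of 20 genes of auxin synthesis, conjugation and response, 9 were above the bound in both arrays, against 14 in replicate 1 alone, 17 with a bound without the root genes and 3 with that from the *B. subtilis* controls. The 9 included the conjugating enzyme gene *GH3.3* at 370.9 ± 196.0 (SD, n = 2) and the auxin synthesis genes *YUC2* at 69.2 ± 19.1, *YUC4* at 54.8 ± 3.25 and *YUC6* at 70.1 ± 22.4, while *YUC11* was below the bound in both at 1.80 ± 0.710. Of 8 vascular and secondary wall genes 7 were above it, with *IRX15*, a gene of xylan synthesis, below it at 2.18 ± 0.601, and 4 were above the median of all probe sets or the *B. subtilis* bound. Of 16 expansins 10 were above the bound, or 5 with the longer reference list and 3 with the median of all probe sets or the *B. subtilis* bound, with *EXPA15* at 888.4 ± 137.7 and *EXPB3* at 414.9 ± 64.3. Of 7 flavonoid and anthocyanin genes 5 were above it, including *DFR* at 150.1 ± 37.4, and *BAN* was below it in both arrays at 1.21 ± 0.243. Among random lists of as many named genes the median signal lay at percentile 11.5 for auxin, 71.5 for vascular, 25.6 for expansin, 95.1 for flavonoid, 86.1 for stomatal, 58.0 for trichome and 36.1 for *NGA* genes.

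The adaxial factor *PHV* was at 302.2 in replicate 1 and 140.8 in replicate 2, and the abaxial factor *YAB5* was at 121.2 in replicate 1 and 54.7 in replicate 2. The response regulator gene *RR16*, listed beforehand as activated by CIN-TCPs, was at 190.4 ± 81.9, the clock gene *GI* at 95.2 ± 24.4, and AT3G11580, listed beforehand as *NGAL2*, at 72.3 ± 27.7. *UF3GT* was at 93.4 ± 11.9 and *WRKY6* at 13.8 ± 0.534, under the bound in replicate 2. The trichome list had a median log2 ratio of 1.08 of replicate 2 over replicate 1, at percentile 99.7 of matched lists, and the stomatal list one of -0.52, at percentile 1.08, which was -0.098 with signals below the higher bound set to it. The expansin list lay at percentile 0.92 with a median log2 ratio of -0.14, and one of 0 with that floor.

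Plastid-encoded photosynthesis and housekeeping transcripts differed between the 2 replicates of 1 condition by a larger median ratio than the other lists. The tests of signal scale and of photosynthetic tissue were chosen after the ratios were seen, and those on plastid housekeeping and mitochondrial genes after the pattern in the photosynthesis genes was seen. All 33 plastid-encoded photosynthesis genes were higher in replicate 2, by a median log2 ratio of 3.67, as were all 22 plastid-encoded genes of transcription, translation and other housekeeping, by 5.31, and all 10 of the *ndh* genes, by 2.59. Their percentiles among matched lists were 100. The sizes of these ratios are rough, because 9 of the 33, 14 of the 22 and 3 of the 10 genes were not above the bound in replicate 1. With signals below the higher bound of the arrays set to it, chosen after seeing the data, 30, 20 and 8 genes were higher in replicate 2 and the medians were 2.23, 4.23 and 0.94.

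The tables argue against a difference in signal scale, because quantile normalization left the photosynthesis genes at a median log2 ratio of 3.33, or 2.41 with the floor. They also argue against more photosynthetic tissue in replicate 2 as the whole explanation, since the plastid-encoded median exceeded that of the nuclear photosynthesis genes by 3.14 on the log2 scale, or by 1.70 with the floor, and the highest nuclear member, *PORB*, was at 1.45, below the floored plastid-encoded median. The housekeeping genes were higher as well, by 4.91 after quantile normalization and by 4.36 with the floor. More labelling of plastid RNA as a whole would raise them, and so would a larger amount of plastid RNA in the tissue. The rise was uneven, however. Among plastid-encoded genes above the bound in both arrays, log2 ratios ran from 0.353 for *psaA* and 0.792 for *psbD* to 7.61 for *atpE*. The values thus do not show an even rise of all plastid RNA. Whether organelle RNA without poly(A) tails was labelled more in general stays open. All 16 mitochondria-encoded genes were higher in replicate 2, with a median log2 ratio of 1.498 at percentile 100 of matched lists. The 14 other than *cox1* and *ccb452* were all higher after quantile normalization too, with a median of 1.01, but 8 of them were not above the bound in replicate 1, and with the floor the median was 0.369. The labels give no batch, and no biological explanation other than tissue was tested. Ratios of 3′ to 5′ signal of the actin and ubiquitin controls were higher in replicate 2. Whether RNA integrity bears on the plastid pattern was not tested.

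Beside this, the 18 hybridization control probe sets were higher in replicate 2 in all cases, by a median of 1.72-fold, with a range of 1.37 to 2.28. The ratio of 3′ to 5′ signal of the ubiquitin control was 2.01 in replicate 1 and 2.89 in replicate 2, and its further probe sets gave 1.66 and 3.04. Among nuclear genes named with a probe set above the bound in both arrays, the largest log2 ratio was that of AT3G60420 at -4.00, followed by *NERD* at 3.04. The signal of AT3G60420 in replicate 2, 18.35, barely exceeded the bound of 18.31 there, so the size of its ratio is rough. *CHI*, a chitinase gene, was at 238.6 in replicate 1 and 32.8 in replicate 2. These genes were singled out after their values were seen.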
